# Circadian clocks guide dendritic cells into skin lymphatics

**DOI:** 10.1038/s41590-021-01040-x

**Published:** 2021-10-18

**Authors:** Stephan J. Holtkamp, Louise M. Ince, Coline Barnoud, Madeleine T. Schmitt, Flore Sinturel, Violetta Pilorz, Robert Pick, Stéphane Jemelin, Michael Mühlstädt, Wolf-Henning Boehncke, Jasmin Weber, David Laubender, Julia Philippou-Massier, Chien-Sin Chen, Leonie Holtermann, Dietmar Vestweber, Markus Sperandio, Barbara U. Schraml, Cornelia Halin, Charna Dibner, Henrik Oster, Jörg Renkawitz, Christoph Scheiermann

**Keywords:** Adaptive immunity, Lymphatic vessels

## Abstract

Migration of leukocytes from the skin to lymph nodes (LNs) via afferent lymphatic vessels (LVs) is pivotal for adaptive immune responses^1,2^. Circadian rhythms have emerged as important regulators of leukocyte trafficking to LNs via the blood^3,4^. Here, we demonstrate that dendritic cells (DCs) have a circadian migration pattern into LVs, which peaks during the rest phase in mice. This migration pattern is determined by rhythmic gradients in the expression of the chemokine CCL21 and of adhesion molecules in both mice and humans. Chronopharmacological targeting of the involved factors abrogates circadian migration of DCs. We identify cell-intrinsic circadian oscillations in skin lymphatic endothelial cells (LECs) and DCs that cogovern these rhythms, as their genetic disruption in either cell type ablates circadian trafficking. These observations indicate that circadian clocks control the infiltration of DCs into skin lymphatics, a process that is essential for many adaptive immune responses and relevant for vaccination and immunotherapies.

## Abstract (web summary)

Scheiermann and colleagues show that circadian clocks control the infiltration of dendritic cells into skin lymphatics in mice and humans, with a peak migration to the lymph nodes during the rest phase.

## Main

Steady-state migration of dermal DCs into afferent LVs is tightly regulated by a variety of promigratory factors, including the CCL21–CCR7 chemokine axis and the adhesion molecules LYVE-1, CD99 and JAM-A^1,2,5–12^. In the LN, ~24-h-long circadian rhythms influence the homing capacity and function of lymphocytes^4,13–16^; however, whether the draining of leukocytes from tissues occurs in a rhythmic manner is unknown.

To address this question, we collected mouse ear skin at different times of the day (that is, zeitgeber time 1 (ZT1; 1 h after light onset in a 12-h light/12-h dark environment; ‘morning’), ZT7 (‘day’), ZT13 (‘evening’) and ZT19 (‘night’)) and cultured the explants for 6 h in medium. We then quantified the location of tissue-endogenous CD11c^+^ DCs inside LYVE-1^+^ skin lymphatics by immunofluorescence imaging (Fig. 1a and Extended Data Fig. 1a,b). Infiltration of CD11c^+^ cells into the LVs peaked at ZT7 (day) and troughed at ZT19 (night) (Fig. 1a and Supplementary Table 1). Additional quantification of the location of CD11c^+^ DCs in the ear at steady state at ZT1, ZT7, ZT13 and ZT19 without ensuing culture confirmed a stronger intralymphatic presence of cells during the day than at night (Extended Data Fig. 1c). Explants that were collected at ZT7 and ZT19 and cultured for 24 h still exhibited higher CD11c^+^ infiltration in LVs at ZT7 than at ZT19 (Fig. 1b and Extended Data Fig. 1b), indicating that night migration did not catch up to the day migration. The diurnal migration of CD11c^+^ DCs into LVs was also detected after the topical application of fluorescein isothiocyanate (FITC), an inflammatory stimulus (Fig. 1c), indicating that the migration differences were maintained during inflammation. The amount of cells analyzed and the overall LV volume was similar at all time points (Extended Data Fig. 1d,e).

**Fig. 1:**
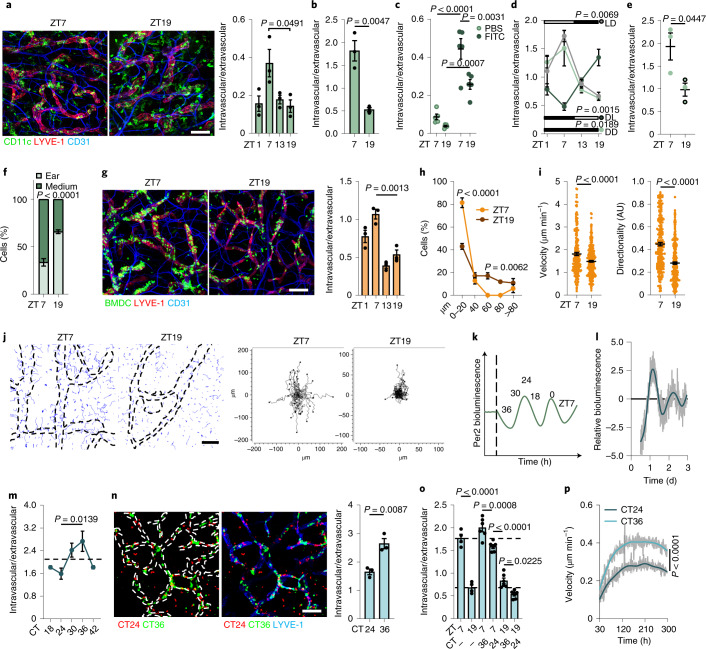
Migration of dermal DCs into skin lymphatics is circadian. **a**,**b**, Crawl-in assays of ear CD11c^+^ cells in LVs after 6 h (**a**) or 24 h (**b**); *n* = 3 mice, one-way analysis of variance (ANOVA) with Tukey’s post test (**a**) and unpaired Student’s *t*-test (**b**). **c**, Ear CD11c^+^ DCs in LVs after 24-h FITC painting; *n* = 5 mice from two independent experiments; two-way ANOVA with Sidak post test. **d**, Ear CD11c^+^ cells in LVs in light:dark (LD), dark:light (DL) or constant darkness (DD) crawl-in assays; *n* = 3 mice; one-way ANOVA. **e**, CD11c^+^langerin^–^ DCs after ear crawl-in assays; *n* = 3 mice; unpaired Student’s *t*-test. **f**, Flow cytometry of ear and medium CD11c^+^MHCII^+^CD103^–^EpCAM^–^ cDC2s after crawl-out assays; *n* = 3 mice; two-way ANOVA. **g**, Localization of ear bone-marrow-derived DCs (BMDCs) after 3-h crawl-in assays; *n* = 3 mice; one-way ANOVA with Tukey’s post test. **h**, Localization of ear BMDCs after 1-h crawl-in assays; *n* = 4 mice; unpaired Student’s *t*-test. **i**, Velocity and directionality of BMDCs in ear crawl-in assays; *n* = 217 and 301 cells, respectively, from four mice from four independent experiments; unpaired Student’s *t*-test; AU, arbitrary units. **j**, Migration tracks (blue, left) of BMDCs overlaid onto LVs (dotted lines, left) and coordinates (right); *n* = 34 cells from four mice from four independent experiments. **k**, BMDC synchronization with serum at different circadian times (CTs). **l**, Bioluminescence oscillations from lipopolysaccharide (LPS)-activated *Per2*:*Luc* BMDCs after synchronization with serum. **m**, Synchronized BMDCs after 3-h ear crawl-in assays (non-synchronized control is represented by dotted lines). CT18/CT42 is double plotted to facilitate viewing; *n* = 4 mice; one-way ANOVA with Tukey’s post test. **n**, Localization of CT24 and CT36 synchronized BMDCs after crawl-in assays; *n* = 4 mice; unpaired Student’s *t*-test. **o**, Localization of CT24 and CT36 synchronized BMDCs after crawl-in assays; *n* = 4 non-synchronized and *n* = 6 synchronized BMDCs; one-way ANOVA with Tukey’s post test. **p**, Velocity of synchronized BMDCs in collagen migration assays; *n* = 3 mice; Kruskal–Wallis test with Dunn’s post test. Scale bars, 100 µm. Data are representative of at least two independent experiments (**a**, **b**, **d**–**h**, **m**–**p**). All data are represented as mean ± s.e.m. Source data

Circadian rhythms are defined by their persistence in the absence of external entraining factors, such as rhythmic light onset and offset. To investigate whether the oscillations in DC migration into LVs were circadian in nature, mice were housed in constant darkness. The migration differences of CD11c^+^ DCs in LVs between the peak at ZT7 (day) and the trough at ZT19 (night) continued in conditions of constant darkness, demonstrating these oscillations to be bona fide circadian (Fig. 1d). The oscillations adjusted to a 12-h inverted light–dark cycle (Fig. 1d), indicating that they could be phase shifted and entrained by light, an additional feature of circadian rhythms. This indicated that CD11c^+^ DC migration into skin LVs was driven by endogenous circadian rhythms and did not represent solely a response to a rhythmic day–night environment.

In situ whole-mount staining of ears identified that CD11c^+^langerin^–^CD103^–^ dermal conventional DCs (cDC2s) and CD11c^+^langerin^+^ Langerhans cells (LCs) preferentially migrated into LVs at ZT7 (day) compared to at ZT19 (night), while very few CD11c^+^langerin^–^CD103^+^ cDC1s were detected (Fig. 1e and Extended Data Fig. 1f,g). Flow cytometry of the CD11c^+^MHCII^hi^ cells that emigrated from the skin to the culture medium at ZT7 and ZT19 (Fig. 1f and Extended Data Fig. 1h–j) further indicated that dermal CD103^–^EpCAM^–^ DCs and CD103^–^EpCAM^+^ LCs emigrated from the skin in a highly time-of-day-dependent manner, peaking at ZT7 (day).

To tease apart the role of the microenvironment from cell-autonomous processes, batches of LPS-activated BMDCs^17^ were generated in vitro. Circadian clocks are desynchronized in culture, and thus BMDCs have no circadian rhythm at the population level^18^. BMDCs were added for 3 h onto split ears collected at ZT1, ZT7, ZT13 and ZT19 from mice housed in light cabinets exhibiting lighting regimens timed for a 6-h difference from each other, enabling the simultaneous collection of ears at four different times of the day (Extended Data Fig. 2a). Using quantitative immunofluorescence imaging assays, we found elevated numbers of labeled leukocytes in the lymphatic capillaries of ZT7 (day) ears compared to ZT19 (night) ears (Fig. 1g and Extended Data Fig. 2b,c). The number of transferred BMDCs present in the skin explants and the LV volume did not differ between time points (Extended Data Fig. 2d). When the BMDC–skin explant culture time (migration time) was shortened to 10–60 min, we detected the accumulation of BMDCs in close proximity to LVs only in the ZT7 (day) ears (Fig.1h and Extended Data Fig. 2e), indicating that diurnal migration differences occur early on. In addition, live imaging of the skin explants showed that BMDCs added onto ZT7 (day) ears exhibited higher velocity and directionality as well as increased total and Euclidean distance compared to BMDCs added to ZT19 (night) ears (Fig. 1i,j, Extended Data Fig. 2f,g and Supplementary Videos 1 and 2). These observations indicated that the ear microenvironment governed the migration capacity of BMDCs.

To assess the influence of circadian rhythms in DCs, LPS-activated BMDCs derived from mice expressing a fusion protein of the circadian protein PER2 and luciferase (PER2–Luc)^19^ were treated with medium containing 50% serum (‘serum shock’) (Fig. 1k)^18,20–22^, which synchronized PER2–Luc expression (Fig. 1l) without affecting cell viability (Extended Data Fig. 2h). When BMDCs collected 24 h and 36 h after synchronization (CT24 and CT36, respectively) were added onto split ears from ZT7 mice, PER2–Luc^lo^ CT36 BMDCs (day BMDCs) migrated more efficiently into the afferent lymphatics of skin explants than PER2–Luc^hi^ CT24 BMDCs (night BMDCs) (Fig. 1m). The same results were observed when PER2–Luc^lo^ CT36 synchronized and PER2–Luc^hi^ CT24 synchronized BMDCs were added together onto the same ZT7 ears (Fig. 1n and Supplementary Video 3), indicating that rhythmicity of migration into LVs was due to a DC-intrinsic mechanism. Using day (PER2–Luc^lo^ CT36) BMDCs on day ears (ZT7) showed maximal cell infiltration into LVs, while night (PER2–Luc^hi^ CT24) BMDCs on night ears (ZT19) showed minimal cell infiltration (Fig. 1o). Day (PER2–Luc^lo^ CT36) BMDCs on night (ZT19) ears as well as night (PER2–Luc^hi^ CT24) BMDCs on day ears (ZT7) resulted in an intermediate capacity of BMDCs to immigrate into LVs (Fig. 1o), demonstrating that in-phase synchronization of both cells and environment provided maximal and minimal migration capacities, respectively. Synchronized PER2–Luc^lo^ CT36 (the time of maximal day migration capacity) BMDCs migrated better than unsynchronized BMDCs (Fig. 1m,o), indicating a benefit of rhythms for overall DC migration behavior. In addition, PER2–Luc^lo^ CT36 day BMDCs migrated with a higher velocity than PER2–Luc^hi^ CT24 night BMDCs in a collagen gel chemotaxis assay (Fig. 1p). These observations indicate that dermal DC migration into afferent lymphatics is controlled by both microenvironmental and DC-autonomous mechanisms.

We next used quantitative in situ imaging approaches to assess whether the signals involved in DC trafficking to the LVs oscillated in LECs (Extended Data Fig. 3a,b). Afferent LECs in epithelial barrier organs, such as skin, lung and gut but also in LNs, had a tissue-specific temporal expression profile of adhesion molecules (Fig. 2a, Extended Data Fig. 3c–g and Supplementary Table 2). In the skin, we observed strong oscillations of LYVE-1, CD99, JAM-A and JAM-C, molecules that have been implicated in steady-state DC migration^23^, while other adhesion molecules were present but not oscillatory (such as VE-cadherin and PECAM-1) or not expressed at all (such as VCAM-1 and ICAM-1; Fig. 2a,b and Extended Data Fig. 3g). Integrating the profiles from all signals across all organs over time revealed a peak in the expression of oscillatory signals during the day (Fig. 2c), indicating that afferent LECs in the assessed organs have a higher leukocyte recruitment capacity at this time. Of relevance, we detected an analogous rhythm in the expression patterns of LYVE-1 and JAM-A in human skin biopsies (Fig. 2d and Extended Data Fig. 3h). In contrast to murine skin, human dermal LVs showed a nadir in the expression of migratory signals around 12:00 (Fig. 2d and Extended Data Fig. 3h), suggesting that in mice and humans, these signals exhibit a trough during the active phase of these organisms.

**Fig. 2:**
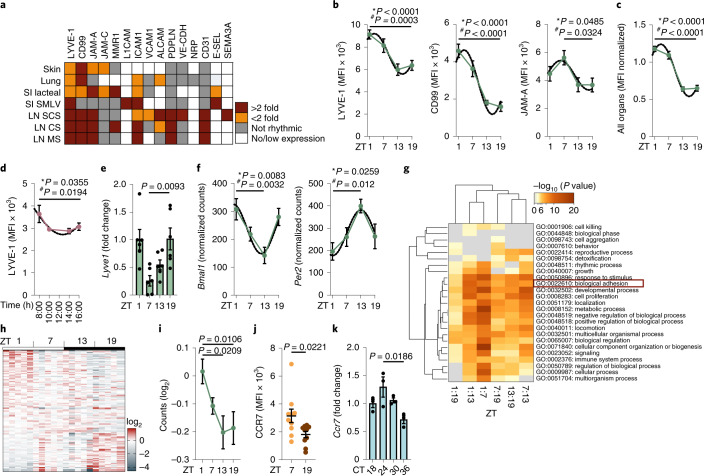
Diurnal expression of promigratory factors in LECs and DCs. **a**, Immunofluorescence screen of molecules expressed in LYVE-1^+^ ear LVs. No/low expression is <1.5% of max mean fluorescence intensity (MFI). Each square represents *n* = 5 mice with four ZTs measured. SI, small intestine;SMLV, sub-mucosal lymphatic vessel;SCS, subcapsular sinus;CS, cortical sinus;MS, medullary sinus. **b**, Expression profiles of molecules in LYVE-1^+^ ear LVs. **c**, Integration of all rhythmic expression profiles across organs collapsed into one graph; *n* = 5 mice from two independent experiments. **d**, Expression profile of LYVE-1 in LVs in human skin biopsies from *n* = 5–9 individuals; asterisks show results from one-way ANOVA, and number signs show results from cosinor analysis (**b**–**d**). **e**–**i**, RNA analyses of dermal LECs sorted at four different ZTs. **e**, Normalized dermal LEC *Lyve1* expression; *n* = 3 mice representative of two independent experiments; one-way ANOVA with Tukey’s post test. **f**, Normalized clock gene counts determined from RNA sequencing of sorted dermal LECs; *n* = 5 mice; asterisks show results from one-way ANOVA, and number signs show results from cosinor analysis. **g**, Significant Gene Ontology (GO) cluster enrichment between different ZTs of dermal LECs. **h**, Heat map of significantly rhythmically expressed adhesion genes (GO:0022610) in dermal LECs. **i**, Integration of all genes from **h** collapsed into one graph; *n* = 82 genes; one-way ANOVA with Tukey’s post test. **j**, Flow cytometry of CCR7 on CD11c^+^MHCII^+^CD103^–^EpCAM^–^ cDC2s; *n* = 10 mice from two independent experiments; unpaired Student’s *t*-test. **k**, Relative *Ccr7* expression in synchronized BMDCs across four CTs and normalized to CT18; *n* = 3 mice representative of two independent experiments; one-way ANOVA with Tukey’s post test. Dotted lines represent fit cosinor curves. All data are represented as mean ± s.e.m. Source data

Quantitative real-time PCR (qPCR) analyses of sorted mouse dermal CD31^+^podoplanin^+^ LECs at ZT1, ZT7, ZT13 and ZT19 (Extended Data Fig. 4a) revealed a night peak in the mRNA amounts for *Lyve1* and *Cd99* (Fig. 2e and Extended Data Fig. 4b), indicating that these rhythms are under transcriptional control. 

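Dermal LECs, the CD31+podoplanin+ cells of mouse ear skin, were sorted at ZT1, ZT7, ZT13 and ZT19, and RNA of 5 biological replicates per time point was sequenced, 20 libraries in all. Each replicate pooled 4 ears from 2 mice and held between 3000 and 5000 cells, so each n below counts pools of mice. Full-length cDNA was amplified before the libraries were made, and single-end reads of 100 nucleotides were taken. The authors mapped the reads to the mouse genome (mm10) with STAR, counted them on genes with HTSeq-count and deposited the counts per gene symbol for each library without normalization, together with the number of reads that fell on no gene. Reads counted on genes ranged from 5902909 to 8675905 at ZT1 (median 7517331), from 4475111 to 16936960 at ZT7 (median 6139585), from 4736532 to 42002363 at ZT13 (median 10083683) and from 10809823 to 36022409 at ZT19 (median 22161080). Total counts on the log2 scale were higher at ZT19 than at ZT1 by 1.48, and all 5 libraries of ZT19 exceeded all 5 of ZT1 (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow, adjusted p = 0.0476 over the 6 pairs of time points). Of the reads that fell either on a gene or on no gene, between 20.2% and 29.5% were on genes at ZT1 (median 24.8%), between 12.7% and 62.3% at ZT7 (median 17.5%), between 20.1% and 79.9% at ZT13 (median 22.9%) and between 35.0% and 81.6% at ZT19 (median 64.0%). The number of genes with at least 1 count ran from 12477 to 21697 per library and was lower where more of the reads were on genes (Pearson's r = -0.913 with the log2 odds of a read on a gene, permutation p = 1e-05, the smallest that 100000 resamples give, adjusted p = 1.33e-05, and Spearman's rho = -0.836, permutation p = 3e-05, adjusted p = 4e-05, over 20 libraries and 4 relations). This relation held within time points (r = -0.893) and without the 2 libraries farthest from the median (r = -0.845). No sequencing batch is named for any library, and the log2 odds differed between ZT1 and ZT19 by 2.26 (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0476 over the 6 pairs), so this property of the libraries and the time point overlap. For the comparisons that follow, counts were normalized with edgeR's TMM method, and the 19209 genes that passed edgeR's filter on low counts were compared with edgeR's quasi-likelihood test over all 20 libraries with Benjamini-Hochberg adjustment, either among the 4 time points or for a cosine curve with a period of 24 h (cosinor). The common biological coefficient of variation between replicates was 1.00. The LEC markers Lyve1 and Prox1 had mean normalized counts of 16601 ± 6602 and 2702 ± 934 (SD, n = 20 libraries), against 82.4 ± 82.2 for the leukocyte marker Ptprc. The keratinocyte gene Krt14 had 19725 ± 7305 normalized counts (SD, n = 5 replicates) at ZT1, 32719 ± 16320.4 at ZT7, 7249 ± 3617 at ZT13 and 52650.0 ± 15221 at ZT19, so keratinocyte transcripts were abundant in the libraries.

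**Figure D1:**
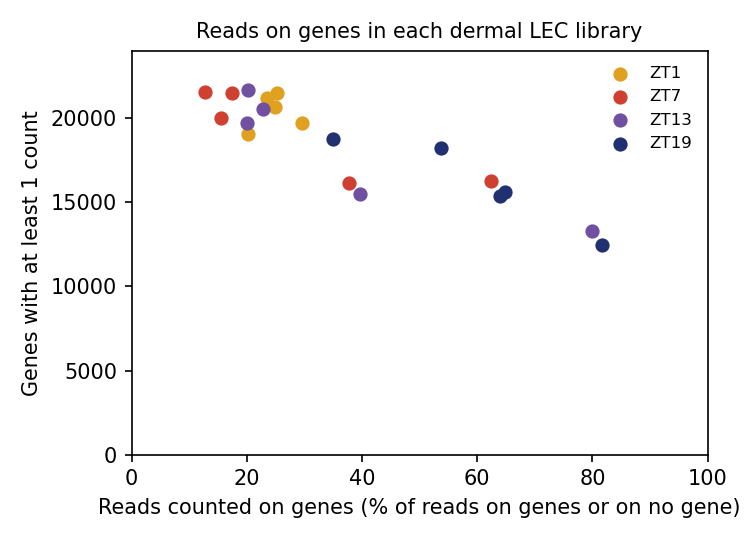
Reads counted on genes, as a percentage of the reads on genes or on no gene (x axis), against the number of genes with at least 1 count (y axis), for each of the 20 libraries, with the colour giving the time point. The 5 libraries of ZT1 lie between 20.2% and 29.5%, and those of ZT19 between 35.0% and 81.6%.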

To obtain unbiased insights into the global time-of-day-dependent changes within LECs, we performed bulk RNA sequencing analyses of sorted dermal CD31^+^podoplanin^+^ LECs at ZT1, ZT7, ZT13 and ZT19 (Extended Data Fig. 4c). LECs exhibited strong oscillations in core components of the circadian clock, including the transcription factors *Bmal1* and *Per2* (Fig. 2f and Extended Data Fig. 4d). Moreover, GO enrichment analyses yielded a highly rhythmic cellular profile, particularly for adhesion processes (GO:0022610) (Fig. 2g–i and Supplementary Table 3). 

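Bmal1, listed in the files as Arntl and lying on chromosome 7 of GRCm38 from 113207465 to 113314126, had a normalized count of 389 ± 149 (SD, n = 5 replicates) at ZT1, 217 ± 106 at ZT7, 112 ± 76.9 at ZT13 and 350.5 ± 110.5 at ZT19. The cosinor curve fitted to its counts had an amplitude of 0.96 on the log2 scale and peaked at 23.6 h, with an adjusted p of 0.415 over all genes tested and of 0.0136 over the 10 clock genes of Fig. 2f and Extended Data Fig. 4d (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Per2, on chromosome 1 from 91415982 to 91459324, had a normalized count of 185 ± 118 at ZT1, 249 ± 104 at ZT7, 479.9 ± 90.0 at ZT13 and 315 ± 213 at ZT19. Its curve peaked at 13.9 h with an amplitude of 0.71, and its adjusted p was 0.520 over all genes and 0.0418 over the 10 clock genes in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Dbp, on chromosome 7 from 45705088 to 45710203, was the one gene of the 10 that passed an adjusted p of 0.05 over all genes. It rose from 237 ± 41.5 normalized counts at ZT1 to 766 ± 156 at ZT7 and fell to 457 ± 70.6 at ZT13 and 192 ± 60.1 at ZT19, with an adjusted p of 0.00409 among the 4 time points and of 0.0126 for the 24-h curve in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list of 10, 7 genes differed among the 4 time points and 7 had a 24-h rhythm. Per2 passed only for the rhythm and Clock only among the time points, while Cry2 and Nr1d1 passed neither test. A smooth trend of counts on the merged exon length of each gene was fitted in each library as an offset (transcript-length offset). With it, 4 of the 10 genes differed among the time points and 3 had a 24-h rhythm over the list. With the replicate number as a block, 1 of the 10 differed among the time points over the list. Across the 20 fits that each left out 1 library, from 1 to 8 differed among the time points and from 5 to 8 had a rhythm. Of 10 further clock genes that the paper does not show, Hlf and Bhlhe41 had a 24-h rhythm over their list (adjusted p of 0.0177 and 0.0215 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 10 clock genes, 16 of the 20 libraries lay nearest to the mean of their own time point, with the library itself left out of that mean (permutation test, p = 1e-04, the smallest that 10000 permutations give).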

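Among the 4 time points, 81 of the 19209 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3024 had an unadjusted p of 0.05 or less, where 960 would be reached by chance. Of the 81 genes, 60 were highest at ZT19 and 55 were lowest at ZT13. All 14 listed keratinocyte markers were lowest at ZT13 too, and 8 of them were among the 81 genes. RNA from keratinocytes is therefore not excluded as a source of this pattern. A 24-h rhythm passed the same threshold for 6 genes, namely Aldh3a1, Cebpd, Dbp, Fkbp5, Slc10a6 and Top2a, while 1773 genes had an unadjusted p of 0.05 or less. Between ZT13 and ZT19, 113 genes differed, of which 96 were higher and 17 lower at ZT19. The balance was the opposite at an unadjusted p of 0.05 or less, with 1399 genes higher and 2294 lower at ZT19, and with DESeq2, with 371 higher and 1404 lower. With the share of reads on genes as a covariate, it turned again, and 78.5% of the 2652 genes at that unadjusted p were higher at ZT19, so the direction rests on the setting. With mean log2 expression of listed keratinocyte and fibroblast markers as covariates, 0 of the 113 genes kept their threshold. The keratinocyte mean was itself lower at ZT13 than at ZT19, so a parallel change in LECs would be lost too. The other pairs of time points gave 18 genes (ZT7 and ZT13), 4 genes (ZT1 and ZT13), 3 genes (ZT1 and ZT19), 3 genes (ZT7 and ZT19) and 1 gene (ZT1 and ZT7). This order of the pairs did not hold at an unadjusted p of 0.05 or less, where ZT1 and ZT19 gave 4155 genes, ZT7 and ZT19 3778 and ZT13 and ZT19 3693, nor with DESeq2, where they gave 1987, 2079 and 1775. With DESeq2, the tool of the paper's methods, 569 genes differed among the 4 time points. ZT1 and ZT13 were the one pair in which same-numbered replicates deviated together by more than 0.1 (correlation 0.168), and with the replicate number as a block 1 gene differed between them. Supplementary Table 3 lists 121 adhesion genes, of which 118 were found in the files. Of these, 9 differed among the 4 time points over all genes tested, and 77 did so over the list alone. The authors chose the list on these libraries, so the second count is not independent of the choice. None had a 24-h rhythm over all genes, and 85 had an unadjusted p of 0.05 or less among the time points. In at least 1 pair of time points, 108 reached that unadjusted p in edgeR's test. The paper's methods give P of 0.05 or less in DESeq2 as the rule for its GO gene lists. The highest mean fell at ZT19 for 48 of the 118 genes, at ZT1 for 40, at ZT13 for 23 and at ZT7 for 7. Ccdc80, which stood on a list of fibroblast genes, fell from 2003 ± 609 normalized counts (SD, n = 5 replicates) at ZT1 to 224 ± 114 at ZT7, a log2 fold change of -3.17 (standard error 0.52, adjusted p = 0.0357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rgcc had 2812 ± 1152 normalized counts at ZT19 against 807 ± 372 at ZT13, a log2 fold change of 1.80 (standard error 0.37, adjusted p = 0.0162 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Perp, which stood on a list of keratinocyte genes, was higher at ZT19 than at ZT13 by 2.29 on the log2 scale. Enpp2 and Lgals3 were also among the 6 adhesion genes with the smallest adjusted p. Averaged over the 118 genes within each library, the centred log2 normalized count was 0.19 ± 0.13 (SD, n = 5 replicates) at ZT1, -0.07 ± 0.21 at ZT7, -0.16 ± 0.12 at ZT13 and 0.03 ± 0.18 at ZT19. The mean was lower at ZT13 than at ZT1 by a log2 difference of -0.35 (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow, adjusted p = 0.0476 over 6 pairs). Since the genes were chosen by the authors for differences between time points in these libraries, the p-values of this mean, here and below, are not independent of that choice and are no evidence of a change in adhesion genes in general. Under exact sign flips of the 5 same-numbered pairs, that difference had the smallest p possible, and an adjusted p of 0.188. The other 5 pairs had adjusted p-values from 0.0952 to 0.444 in the exact permutation test. Without the keratinocyte and fibroblast genes, 98 genes remained and the difference between ZT1 and ZT13 was -0.14 (exact permutation test, adjusted p = 0.111). The enrichment of GO terms itself was not recomputed, because it rests on an annotation outside the files.

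**Figure D2:**
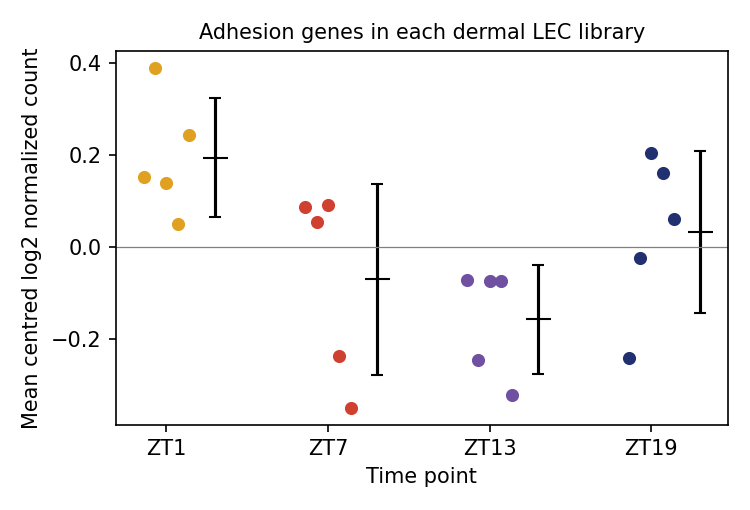
Mean over 118 adhesion genes of the centred log2 normalized count (y axis) at each time point (x axis), with 1 point per library, a horizontal bar for the mean of the 5 replicates and whiskers for the SD. The means are 0.19 at ZT1, -0.07 at ZT7, -0.16 at ZT13 and 0.03 at ZT19.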

Flow cytometry on the culture medium of ear explants at ZT7 (day) and ZT19 (night) indicated that CD103^–^EpCAM^–^ dermal cDCs and CD103^–^EpCAM^+^ LCs exhibited elevated expression of CCR7 at ZT7 compared to ZT19 (Fig. 2j and Extended Data Fig. 4e,f), while *Ccr7* mRNA in synchronized CT18, CT24, CT30 and CT36 BMDCs showed a circadian expression profile, peaking at CT24 (Fig. 2k). These observations indicated that LECs express a circadian clock machinery, and LECs and DCs express promigratory factors in a rhythmic fashion.

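In the sequenced LECs, none of the genes encoding promigratory molecules named in the text differed among the 4 time points or had a 24-h rhythm over all genes tested. Lyve1 had a normalized count of 19924 ± 5173 (SD, n = 5 replicates) at ZT1, 14598 ± 8934 at ZT7, 14350 ± 5206 at ZT13 and 17532 ± 6865 at ZT19, with an adjusted p of 0.859 among the time points (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F11r, which encodes JAM-A, was highest at ZT19 with 5663 ± 1572 normalized counts and lowest at ZT1 with 3636 ± 629 (adjusted p = 0.720 among the time points in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jam3, which encodes JAM-C, had 192 ± 83.0 normalized counts at ZT13 and 63.9 ± 57.2 at ZT19 (adjusted p = 0.561 in the same edgeR test with Benjamini-Hochberg adjustment). Cdh5 had the smallest unadjusted p among the time points (0.0193 in edgeR's quasi-likelihood test), with 3980 ± 1031 normalized counts at ZT1 and 1534 ± 1242 at ZT19. Pecam1, Vcam1 and Icam1 had adjusted p-values of 0.696, 0.759 and 0.405 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paralogs Ccl21a, Ccl21b and Ccl21c were listed with 0 counts in all 20 libraries, and reads that align to more than 1 place were set apart by the authors' counting. Cd99 was not among the gene symbols of the files. From its observations, the paper proposes that LECs express the machinery of a circadian clock and that promigratory factors are expressed rhythmically in LECs and DCs.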

Because expression of the chemokine receptor CCR7 was rhythmic in DCs, we investigated the expression of CCL21, the CCR7 ligand, in LECs. In quantitative immunofluorescence imaging analyses of the mouse ear, intracellular expression of CCL21 protein peaked at ZT7 in LECs (Fig. 3a,b). CCL21 also had a rhythmic expression in human skin biopsies, with a peak at 8:00 (Fig. 3b). *Ccl21* mRNA abundance peaked at night (ZT19) in mouse LECs (Fig. 3c), indicating it was phase shifted compared to CCL21 protein and pointing to transcriptional control of its rhythmic expression^24^. Higher CCL21 protein expression was detected at ZT7 (day) than at ZT19 (night) in the Golgi and intracellular vesicles of LECs within mouse skin (Extended Data Fig. 5a,b), indicating diurnal release into the environment. We used quantitative immunofluorescence imaging of non-permeabilized ear whole mounts to resolve the CCL21 gradient in the extracellular interstitial tissue in mice^8^. The use of distance-dependent fluorescence masks (Extended Data Fig. 5c) indicated higher immunoreactivity to CCL21 at ZT7 (day) than at ZT19 (night), particularly in proximity to LVs (Fig. 3d). Elimination of the CCL21 gradient by adding exogenous CCL21, heparinase digestion^8^ or a CCL21 antibody decreased DC migration into LVs at ZT7 compared to control-treated samples and completely abrogated the differences in DC migration between ZT7 (day) and ZT19 (night) (Fig. 3e and Extended Data Fig. 5d–g). *Ccr7*^–/–^ BMDCs exhibited strongly reduced migration into LVs and a lack of rhythmicity compared to BMDCs generated from control mice (Fig. 3f). Synchronized *Ccr7*^–/–^ BMDCs at CT24 and CT36 exhibited no differences in migration velocity in collagen gel chemotaxis assays compared to synchronized wild-type (WT) control BMDCs (Fig. 3g), indicating that the circadian expression of CCR7 controlled the rhythmicity of DC migration.

**Fig. 3:**
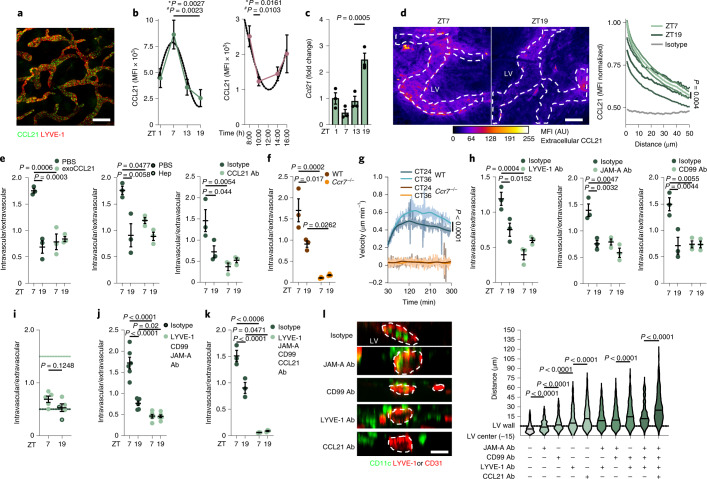
Chronopharmacology of circadian DC migration. **a**, Imaging of CCL21 in permeabilized ears. Image is representative of two independent experiments. Scale bar, 70 µm. **b**, Quantitative immunofluorescence screen of CCL21 in LYVE-1^+^ LVs in mouse (left; *n* = 5 mice from two independent experiments) and human (right; *n* = 5–11 individuals) skin samples; asterisks show results from one-way ANOVA, and number signs show results from cosinor analysis. **c**, Normalized *Ccl21* expression in sorted dermal LECs measured by qPCR. Data are representative of two independent experiments; *n* = 3 mice; one-way ANOVA with Tukey’s post test. **d**, Quantitative imaging of non-permeabilized ears for CCL21; *n* = 5 mice from two independent experiments; Mann–Whitney *U*-test. Scale bar, 50 µm. **e**, Ear CD11c^+^ cells after crawl-in assays and addition of exogenous (exo) CCL21 (left), heparinase (hep) treatment (middle) or anti-CCL21 antibody blockade (right); *n* = 3 mice representative of two independent experiments. **f**, Ear BMDCs after crawl-in assays using *Ccr7*^–/–^ or control cells; *n* = 3 mice representative of two independent experiments; two-way ANOVA with Sidak post test for **e** and **f**. **g**, Velocity of synchronized WT and *Ccr7*^–/–^ BMDCs in collagen migration assays; *n* = 3 mice representative of two independent experiments; Kruskal–Wallis test with Dunn’s post test. **h**, Ear CD11c^+^ cells after crawl-in assays and antibody treatment; *n* = 3 mice representative of two independent experiments; two-way ANOVA with Sidak post test. **i**, Ear CD11c^+^ cells after crawl-in assays using *Cd99*^–/–^ animals (control, dotted lines); *n* = 5 mice from two independent experiments; unpaired Student’s *t-*test. **j**,**k**, Ear CD11c^+^ cells after crawl-in assays and antibody treatments; *n* = 6 mice (from two independent experiments for **j**) and *n* = 3 mice (representative from two independent experiments for **k**); two-way ANOVA with Sidak post test. **l**, Quantitative imaging of CD11c^+^ cell distance to LVs after ear crawl-in assays; Student’s *t*-test; *n* = 314, 451, 450, 453, 374, 408, 394, 396, 374 and 419 cells (left to right) from three mice. Scale bar, 10 µm. Outline represents orthogonal LV view. Dotted lines represent fit cosinor curves. All data are represented as mean ± s.e.m. Source data

Antibody-mediated blockade of LYVE-1, CD99 and JAM-A in ear explant assays resulted in a marked decrease in CD11c^+^ DC immigration into skin lymphatics at ZT7 (day) compared to isotype-treated controls, whereas no effects were observed in DC immigration at ZT19 (night) (Fig. 3h and Extended Data Fig. 6a–d). JAM-C blockade ablated diurnal variation but did not reduce DC immigration into afferent lymphatics at ZT7 or ZT19 (Extended Data Fig. 6e), whereas Fc receptor blockade had no effect on DC trafficking into LVs (Extended Data Fig. 6f). The relevance of CD99 in lymphatic migration was confirmed with *Cd99*^–/–^ mice (Fig. 3i). Because individual blocking approaches abolished the diurnal differences in DC migration and blocked migration into the afferent lymphatics only at ZT7 (day) but not ZT19 (night), we tested whether these signals act redundantly. Combined blockade of LYVE-1, CD99 and JAM-A reduced the migration of DCs into LVs at both ZT7 and ZT19, while additional CCL21 blockade completely inhibited DC infiltration into afferent lymphatics at both time points (Fig. 3j,k and Extended Data Fig. 6g,h). We used distance and distribution analyses to quantify at which step in the rhythmic migration process each molecule was required. Blockade of LYVE-1, CD99 or JAM-A arrested DCs at the level of adhesion to the LEC. By contrast, blocking CCL21 retained the DCs in the interstitial area (Fig. 3l and Extended Data Fig. 6i), indicating that the migration of DCs is tightly controlled by successive interactions of promigratory factors.

Finally, we assessed the role of circadian clock genes in endothelial cells and DCs in controlling DC migration from the skin. DCs from *Cdh5cre*^ERT2^*Bmal1*^flox^ mice, in which the circadian transcription factor BMAL1 is deleted in blood endothelial cells and LECs (BMAL1^ΔEC^), and *Prox1cre*^ERT2^*Bmal1*^flox^ mice, in which BMAL1 is deleted in LECs (BMAL1^ΔLEC^) (Extended Data Fig. 7a,b), showed no rhythmic migration into skin LVs in ears collected at ZT7 and ZT19 compared to *Bmal1*^flox^ control mice (Fig. 4a,b and Extended Data Fig. 7c,d). In addition, *Clec9acreBmal1*^flox^ mice, which lack BMAL1 in cDCs (BMAL1^ΔcDC^), showed significantly reduced and non-rhythmic DC migration into LVs in ear skin explants compared to *Bmal1*^flox^ control mice (Fig. 4c). Furthermore, synchronized BMDCs generated from *Per1*^–/–^*Per2*^–/–^ or *Bmal1*^–/–^ mice had no rhythmic migration behavior when cells were incubated with ears, in contrast to synchronized WT BMDCs (Fig. 4d,e). These observations indicate that the circadian clock proteins in both LECs and DCs are required for DC rhythmic migration into LVs.

**Fig. 4:**
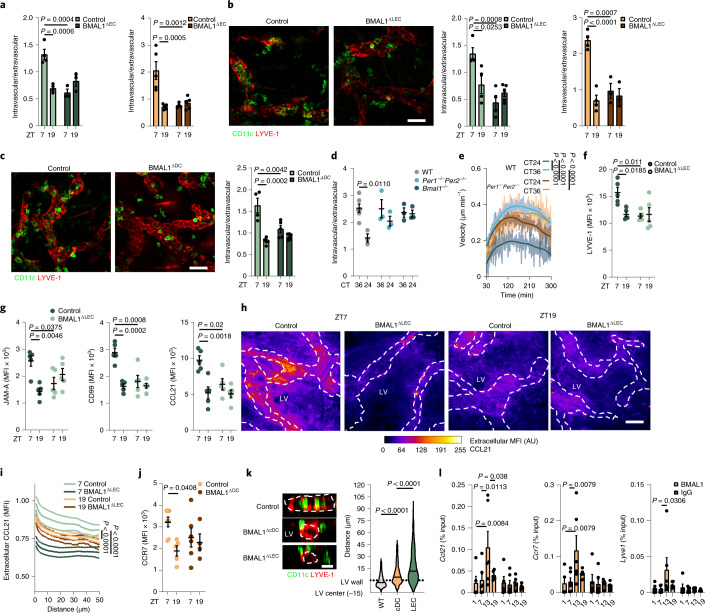
Lineage-specific BMAL1 deficiency abrogates rhythms in DC lymphatic trafficking. **a**–**c**, Ear CD11c^+^ cells (green) or BMDCs (orange) after crawl-in assays with lineage-specific *Bmal1*^–/–^ animals; *n* = 4, 4, 3 and 3 mice (left) and 5, 5, 4 and 5 mice (right) (**a**); *n* = 4, 4, 4 and 5 mice (left) and 4, 4, 3 and 3 (right) (**b**); *n* = 4, 4, 5 and 5 mice (**c**); data are representative of two independent experiments; two-way ANOVA with Sidak post test. **b**,**c**, Representative ear whole-mount images from control and BMAL1^ΔLEC^ (**b**) or BMAL1^ΔcDC^ (**c**) animals. Scale bar, 50 µm. **d**, Ear BMDCs after crawl-in assays with synchronized control, *Per1*^–/–^*Per2*^–/–^ or *Bmal1*^–/–^ BMDCs; *n* = 6 mice for WT cells and *n* = 3 for knockout (KO) cells, representative of two independent experiments; two-way ANOVA with Sidak post test. **e**, Velocity of synchronized WT and *Per1*^–/–^*Per2*^–/–^ BMDCs in collagen gel migration assays; *n* = 3 mice. Data are representative of two independent experiments; Kruskal–Wallis test with Dunn’s post test. **f**,**g**, Quantitative immunofluorescence screen of LYVE-1 (**f**), JAM-A, CD99 and CCL21 (**g**) in LYVE-1^+^ ear LVs; *n* = 5 mice from two independent experiments; two-way ANOVA with Sidak post test. **h**,**i**, Ear whole-mount imaging (**h**) and quantification (**i**) of CCL21 of WT and BMAL1^ΔLEC^ ears; *n* = 5 mice from two independent experiments; Kruskal–Wallis test with Dunn’s post test. Dashed lines represent LYVE-1^+^ capillaries. Scale bar, 50 µm. **j**, Flow cytometric analysis of CCR7 on CD11c^+^MHCII^+^CD103^–^EpCAM^–^ DCs in control and BMAL1^ΔcDC^ animals; *n* = 7, 5, 6 and 4 mice from two independent experiments; two-way ANOVA with Sidak post test. **k**, Representative images and quantification of the distance of CD11c^+^ cells to LVs after ear crawl-in assays; *n* = 340, 431 and 575 cells from four mice from two independent experiments; unpaired Student’s *t*-test. Scale bar, 10 µm. Outline represents orthogonal LV view. **l**, Chromatin immunoprecipitation (ChIP) of BMAL1 binding to promoter regions of *Ccl21*, *Ccr7* and *Lyve1* compared to IgG controls; *n* = 6 mice from two independent experiments; two-way ANOVA with Sidak post test. All data are represented as mean ± s.e.m. Source data

Next, we profiled the expression of promigratory factors in skin LECs by quantitative immunofluorescence. BMAL1^ΔEC^ and BMAL1^ΔLEC^ mice exhibited non-rhythmic LEC expression in CCL21, LYVE-1, CD99, JAM-A and JAM-C, while expression of the non-rhythmically expressed molecule CD31 was not affected (Fig. 4f,g and Extended Data Fig. 8a,b). In addition, the time-of-day differences in the gradient of CCL21 expression were lost in these mice (Fig. 4h,i). cDCs from BMAL1^ΔcDC^ mice did not exhibit rhythmic expression of CCR7, while CCR7 expression in BMAL1^ΔcDC^ LCs was normal compared to LCs collected from *Bmal1*^flox^ control mice (Fig. 4j and Extended Data Fig. 8c). Distance and distribution imaging analyses indicated that DCs arrested more distant to LECs in the interstitial area of BMAL1^ΔLEC^ mice than of BMAL1^ΔcDC^ mice (Fig. 4k and Extended Data Fig. 8d), indicating that lack of endothelial cell BMAL1 expression resulted in a more marked loss of DC migration into LVs than loss in DC BMAL1. These data and the presence of canonical E-box-binding sites for BMAL1 in the promoter regions of *Ccl21*, *Ccr7* and *Lyve1* genes (Extended Data Fig. 8e) indicated that these genes are directly regulated by the circadian clock. ChIP assays detected the rhythmic binding of BMAL1 to these promoters, with a peak at ZT13 (Fig. 4l and Extended Data Fig. 8f), indicating that BMAL1 directly controls the signals governing DC migration into the afferent LVs.

In summary, we present here evidence that the migration of DCs into skin lymphatics is a rhythmic process. We found that CCL21, CCR7 and LYVE-1 are under the direct control of the circadian clock gene *BMAL1*, implicating the clock as an essential and broad regulator of DC migration. As this process is fundamental for the generation of adaptive immunity, it should prove useful to exploit in vaccination and immunotherapeutic regimens, considering that rhythmicity in innate and adaptive immune responses is maintained in inflammatory reactions^13,14,21,25–27^. We also observed analogous but phase-shifted rhythmicity in the expression of human promigratory factors, suggesting that these functional diurnal differences observed in mice should also apply to humans.

## Methods

### Mouse models

Male WT C57BL/6N mice aged 6–8 weeks were purchased from either Charles River Laboratories or Janvier labs. *Cdh5-creERT2* (B6) mice were obtained as a gift from R. Adams (Max Planck Institute for Molecular Biomedicine) and crossbred with *Bmal1*^flox/flox^ (B6) mice obtained from Jackson Laboratories to target blood endothelial cells and LECs. *Prox1-creERT2* (B6) mice (Jackson Laboratories) were crossbred with *Cdh5-creERT2-Bmal1*^flox/flox^ mice to obtain *Prox1-creERT2-Bmal1*^flox/flox^ mice to specifically target LECs. *Cdh5-creERT2* and *Prox1-creERT2* mice were given intraperitoneal tamoxifen injections for five consecutive days at the age of 6 weeks to induce Cre recombinase expression and excise *Bmal1* at the respective flox regions. *EYFP*; *Clec9acre* mice were crossbred with *Bmal1*^flox/flox^ mice to target cDCs^28^. *Cd99*^–/–^ mice and bone marrow (BM) cells from *Ccr7*^–/–^ mice, *Bmal1*^–/–^ mice and *Per2*::*Luc* mice aged 6–8 weeks were used. Primary BM cells from *Per1*^–/–^*Per2*^–/–^ mice were provided by J. Ripperger and U. Albrecht (University of Fribourg).

All animals were housed under a 12-h light/12-h dark schedule with ad libitum access to water and food in the Core Facility Animal Models at the Biomedical Centre (Ludwig-Maximilians-Universität) or the University of Geneva. To facilitate simultaneous experiments at different time points of the day, light cabinets (Techniplast) were used to shift animals to different light–dark cycles. For experiments requiring altered lighting patterns, mice were either housed in complete darkness or given 2 weeks to adapt to inverted lighting patterns, respectively. All animal procedures and experiments were in accordance with the ministry of animal welfare of the region of Oberbayern and with the German law of animal welfare or were approved and performed in accordance with the guidelines of the animal research committee of Geneva.

### Human skin biopsy sampling

Skin biopsies were taken from male and female adults (mean age, 74 years) presenting at the dermatosurgery unit of the Geneva University Hospitals for the removal of skin tumors under local anesthesia. Written informed consent was obtained from each individual. Sampling was conducted according to the Declaration of Helsinki and approved by the Commission Cantonale d’Ethique de la Recherche of the University Hospitals of Geneva. Samples were taken from excessive, tumor-free surrounding skin known as ‘Burow’s triangles’ during the reconstruction of dermatosurgical excisions. No extra incisions were made to obtain the sample, and the size of the original tumor excision was not altered by this study. The sample was placed into normal saline solution immediately after it had been excised, and the time of day was noted. Samples were then embedded in optimal cutting temperature compound (OCT) and shock frozen until sectioning.

### BMDC cell culture, synchronization and labeling

BMDCs used for exogenous crawl-in assays were cultured using R10 medium (RPMI, 10% fetal calf serum (Gibco), 2 mM l-glutamine, 1% penicillin/streptomycin and 50 µM β-mercaptoethanol) supplemented with 20 ng ml^–1^ granulocyte–macrophage colony-stimulating factor (GM-CSF) hybridoma supernatant. GM-CSF-producing hybridoma cells were used as described^29^. GM-CSF concentration in the supernatant was measured using an mGM-CSF Quantikine ELISA kit (R&D Systems).

Cells were cultured for 10 d. At day 10, all non-adherent cells were collected and immersed in R10 medium supplemented with 10 ng ml^–1^ GM-CSF and stimulated with 100 ng ml^–1^ LPS (Sigma-Aldrich) for 24 h. Viability and purity of BMDCs were checked by analysis of MHCII and CD11c expression on DAPI-negative BMDCs.

To synchronize BMDCs, on day 8, 7 × 10^6^ BMDCs per sample culture were replated. The next day, BMDCs were placed in 50% horse serum (Merck, H1138) for 2 h (shock)^20,22^ with two subsequent washes and on day 10 received the LPS challenge.

After maturation and stimulation, the required number of cells was incubated with 5 µM CellTrace Violet or CellTrace Yellow (1:1000; Thermo Fisher), thoroughly washed and adjusted to a final concentration of 5–7.5 × 10^5^ cells per ml to be used for migration assays.

### Luciferase-expressing BMDCs

For BMDC synchronization experiments, BM was collected from *Per2*::*Luc* mice and grown as described above. On day 8, all non-adherent cells were collected and resuspended at 2 × 10^5^ cells per ml in complete medium. Cells were replated into 35-mm dishes (2 ml per dish) and left overnight to recover. To synchronize, cells were incubated in complete medium with 50% horse serum for 2 h. Following synchronization, cells were washed gently with complete medium to remove excess serum and left in 2 ml of fresh medium containing 100 µM luciferin (BioLume) and LPS. Dishes were sealed with parafilm and transferred to a LumiCycle (Actimetrics) for bioluminescence recording. Photon counts per minute were detrended using a 24-h moving average to calculate relative bioluminescence.

### Exogenous BMDC crawl-in migration assay

For exogenous BMDC crawl-in migration assays, mice were killed according to animal protocols. Protocols were adapted^17^, ears were carefully collected and their dorsal and ventral sides were separated and quickly rinsed in medium. Ears were placed in custom-built imaging chambers and immobilized. Labeled BMDCs (25,000–37,500) were added onto ears for 10–15 min. After washing off any unbound BMDCs, ears were completely covered with R10 medium and incubated for a maximum of 3 h. Ear whole mounts were stained with different combinations of LYVE-1, CD31 or podoplanin and were subsequently fixed in 4% paraformaldehyde. Images of ears were obtained as whole mounts using a Zeiss Axio Examiner.Z1 confocal spinning disk microscope equipped with 405-, 488-, 561- and 640-nm laser sources.

For end-point analysis, at least eight images per ear whole mount were taken from LVs (precollecting and capillaries). The number of cells outside or inside the vessels was counted using three-dimensional (3D) visualization tools in Fiji and Slidebook 6.0 as well as orthogonal views and optical slicing. This number was then normalized to the calculated volume of the vessels.

For short crawl-ins, distance-dependent zone segmentation of the interstitial area and accumulation analyses were used. After BMDC addition and wash-off, ears were incubated in medium for 0–60 min, stained and imaged as described above. In each *z* projection, CD31^+^ LVs were manually outlined, a binary mask was generated and LV distance-dependent maps were applied to create specific segments in the interstitial area using a custom-made script in Matlab. BMDCs were manually counted within these segments, and the relative distribution was calculated.

### Endogenous skin DC mobilization and crawl-in assay

For endogenous leukocyte crawl-in migration assays, mice were killed according to animal protocols, and collected ears were split. After an initial wash, ear halves were stored on medium with the dermis facing down for 6 h or 24 h. Afterwards, ear sheets were fixed in 4% paraformaldehyde and stained for CD11c, LYVE-1 and/or CD31. Cells were counted and normalized, and the in-versus-out ratio was generated as described above.

### Live imaging of BMDC crawl-in assays

For live imaging of exogenous crawl-in assays, ear whole mounts were prepared as described above; however, they were subjected to an initial staining before being used for the trafficking assay. Ears were stained for laminin with a primary antibody and then probed with a secondary FITC-conjugated antibody in medium at room temperature before receiving 50,000–75,000 BMDCs for 10 min. Unbound BMDCs were washed off, and the ear half was immersed in phenol red-free R10 medium supplemented with 10 mM HEPES (Sigma). Imaging was performed in a 5% CO_2_ chamber at 37 °C with one 30–40-µm-deep 3D image acquired every 100 s for 45–60 min. Migration paths, distance plots and velocity, directionality, Euclidian and accumulated distances were calculated using the TrackMate and manual tracking plugins in Fiji together with the Ibidi chemotaxis and migration tool.

### Functional blocking of proteins and abrogation of chemokine gradients

To investigate the functional relevance of proteins involved in rhythmic dermal DC trafficking, antibodies or enzymes were used. Ears of exogenous crawl-in assays were incubated with medium containing diluted neutralization antibodies before the migration assay for 1 h at room temperature or directly added to the endogenous crawl-in medium for 24 h (see antibody list in the Supplemental Information).

For abrogating the extracellular CCL21 gradient, ears were incubated with either heparinase II and IV (100 mIU; Sigma) at 37 °C for 1 h or placed in PBS containing 0.1% bovine serum albumin and 0.6 µg ml^–1^ CCL21 (Peprotech) at 4 °C for 90 min before the migration. Unbound CCL21 or remaining heparinase was washed off afterwards.

### Lymphatic distance analysis

To measure the distance between DCs and the LV, a combination of orthogonal views, maximum *z* projections and 3D viewers was used. At least 250 CD11c^+^ cells per biological replicate were taken for analysis. To calculate the average diameter of LVs, 40 vessels were used as a proxy. The distance between LV and DC center was then manually measured using Fiji.

### Crawl-out assay

Collected and split ears were washed for 2 h and stored in R10 medium for 24 h supplemented with 1 µg ml^–1^ CCL21. The next day, ears were collected and gently digested for 20 min at 37 °C with collagenase IV (1 mg ml^–1^; C5138, Sigma), DNase (0.2 mg ml^–1^; Roche) and dispase II (0.2 mg ml^–1^; Sigma). After digestion, cells were filtered through a 70-µm cell strainer, washed and resuspended in PBS supplemented with 2% fetal calf serum and 2 mM EDTA (Sigma). Simultaneously, the medium containing the emigrated DCs was collected, and both the ear DC and medium DC populations were first Fc receptor blocked with anti-mouse CD16/CD32 for 5 min at room temperature and subsequently stained with fluorescence-conjugated antibodies for 30 min at 4 °C. For CCR7, the stain was performed separately at 37 °C before the other staining step. DAPI and full-bright counting beads (Thermo Fisher) were added to cells, which were then analyzed by flow cytometry using a Gallios flow cytometer (Beckman Coulter) equipped with 405-, 488- and 633-nm lasers or a BD Fortessa flow cytometer (405-, 488-, 561- and 633-nm lasers; BD Biosciences).

### In vitro DC migration assay

Synchronized BMDCs (500,000) were washed and used for in vitro chemotaxis migration assays as described^30,31^. For preparation of the collagen gel mixture, 30 µl of 10× MEM and 15 µl of 7.5% sodium bicarbonate were mixed until the solution turned pink. Next, 225 µl of Nutragen (purified bovine collagen I solution 6 mg ml^–1^) was added and mixed homogenously. Two hundred microliters of this collagen gel mixture and 100 µl of the cell suspension were mixed carefully to avoid the formation of air bubbles. Two hundred and eighty microliters of the mixture was pipetted into custom-made chambers. After polymerization for 75 min at 37 °C and 5% CO_2_, gels were overlaid with 80 µl of CCL21 (1 µg ml^–1^). Afterwards, the chambers were sealed with paraffin.

For imaging of cell migration, one picture per condition was recorded every 60 s for 5 h with an inverted wide-field Leica DMi8 microscope using a ×4 objective, a Leica Lumencor SpectraX multi-LED light source, an incubation chamber set to 37 °C and a heated stage.

For cell migration analysis, the first 30 frames of the recordings were excluded due to initial image instability caused by technical reasons. Frames 31 to 300 were analyzed in ImageJ using a custom-made script^32^.

### Topical FITC ear stimulation

FITC (8 mg ml^–1^; Sigma) in 1:1 dibutyl phthalate (Sigma) and acetone (Sigma) was thoroughly vortexed before use. Mice were anesthetized by isoflurane inhalation, and 25 µl of this solution was applied to the ear skin and left for 24 h, after which ears were collected for imaging analyses.

### Immunofluorescence staining

To measure the expression level of adhesion molecules in LECs, mouse organs (skin, inguinal LN, lung and small intestine) were collected at four time points, placed in OCT (TissueTec), shock frozen on dry ice and stored at −80 °C. The next day, organs were thawed to −20 °C and sectioned at a thickness of 10 µm on a cryostat (Leica)^26^. Tissue sections were stored at −80 °C or were directly thawed to room temperature and encircled with a hydrophobic alcohol-resistant pen. Sections were fixed with cold methanol (100%; Sigma) for 10 min, washed, blocked and permeabilized in PBS containing Triton X-100 (0.5%; Sigma) and normal goat serum (20%; Sigma). Sections were always stained for LYVE-1 in combination with the proteins of interest (see antibody list in the Supplementary Information) overnight at 4 °C. The next day, samples were washed with PBS and imaged.

To stain CCL21 on tissue slides, the blocking step was expanded using avidin (20%). Slides were thoroughly washed and incubated in PBS containing 20% biotin (Vector Labs), and sections were stained for LYVE-1 and CCL21-biotin overnight at 4 °C. The next day, samples were washed with PBS and incubated in labeled streptavidin (2.5 µg per slice) at room temperature for 15 min.

For quantification, five images of different regions of one section from one mouse were acquired, averaged and counted as one biological replicate. The average MFI of five isotype stainings was deducted from the MFI of the protein staining of interest. The MFI was then normalized to the second highest value of all ZTs. Fold change values of MFI between ZTs were generated and shown as a heat map.

### Whole-mount immunofluorescence staining

To better understand the 3D architecture of proteins expressed on or in LECs, ears were whole mounted and 3D imaged. Fixation of ears was performed before or after staining with antibodies. In the case of staining for CD31 or PROX-1, fixation was done after staining. If staining for LYVE-1, podoplanin, laminin, CCL21, GOLPH4, VE-cadherin or CD11c, ears were fixed before staining.

For staining of GOLPH4 and CCL21, ears were washed the next day and stained using secondary antibodies for 2 h at room temperature. Imaging of whole mounts was performed as described above.

### CCL21 gradient analysis

To visualize and analyze the extracellular CCL21 gradient, collected and fixed ears were carefully washed and blocked in R10 medium containing avidin (20%) for 1 h as previously described^8^. After leaving the ears in PBS and biotin (20%) for 30 min, they were stained for LYVE-1 and CCL21 (Biotin) overnight at 4 °C. The next day, ears were incubated in PE-labeled streptavidin for 3 h at 4 °C in the dark and imaged.

Intensities of interstitial CCL21 chemokine signals were quantified on maximum intensity projections ranging between 30- and 40-µm *z* stacks with a *z* step size of 1 µm. Using custom-written Matlab scripts, LV capillaries were manually outlined by an experimentor blinded to the respective experimental condition and converted into binary masks. Next, a Euclidean distance transform was computed on each binary mask, resulting in the shortest Euclidean distance of each non-masked pixel to its nearest mask border/LV. Euclidean distances were rounded and translated into metric units via the microscope’s embedded pixel resolution. The distance masks were then applied to their respective CCL21 stainings, and fluorescent intensities were extracted and averaged across distances, resulting in a distance-dependent fluorescent intensity metric per image. Average intensity images of CCL21 staining were integrated into distance-dependent fluorescence intensities. Five average distance-dependent fluorescence intensities from different locations within one mouse ear were averaged as one biological replicate. All samples from ZT7 and ZT19 were normalized to the highest average fluorescence intensity of ZT7. Isotype stainings were taken as negative controls.

### CCL21 localization analysis

To localize CCL21 intracellularly, ears were fixed, permeabilized and blocked as mentioned above. After staining for CCL21, LYVE-1 and GOLPH4, using primary and appropriate secondary antibodies, at least five different regions per ear were imaged. Thirty- to forty-micron *z* stacks with a step size of 1 µm were *z* projected and analyzed using Fiji. CCL21 signal intensity was quantified in LYVE-1^+^ cells in either GOLPH4^high^ or GOLPH4^low^ regions. The MFI of isotype controls was then deducted from the CCL21 staining.

### Sorting of LECs

To sort dermal LECs for RNA sequencing, four ears from two mice were pooled per biological replicate and time point. Dermal cells were isolated as stated above and prepared for sorting on a FACSAria IIIu (BD) equipped with four lasers (405, 488, 561 and 633 nm) in the Core Facility Flow Cytometry at Biomedical Centre Munich. Live podoplanin^+^CD31^+^ LECs were sorted directly into either 350 µl of TriZol-LS (Thermo Fisher in the case of RNA sequencing) or 350 µl of RLT buffer with β-mercaptoethanol (1:100) (Qiagen and Sigma, respectively, in the case of qPCR) at 4 °C using a 100-µm nozzle and a purity of >90% as determined by purity checks after every sort. Cell numbers sorted ranged between 3,000 and 5,000 cells per two pooled ear pairs. Directly after sorting, samples were shock frozen on dry ice and stored for further analysis.

#### RNA sequencing

RNA of sorted dermal LECs collected in TriZol-LS was purified using a Direct-zol RNA mini prep kit (ZymoResearch) following the manufacturer’s instructions. Isolated RNA was quantified using a Nanodrop (Thermo Fisher) and analyzed on a Bioanalyzer (Agilent) using an RNA 6000 Nano or Pico kit (Agilent). Eluted total RNA (75 ng) was digested with DNase (Thermo Fisher) to remove DNA contamination. An additional purification step with RNAClean XP beads (Agencourt) was performed. The purified, bead-bound RNA was directly used as input in the SMART-Seq v4 Ultra Low Input RNA kit (TaKaRA Bio). Full-length cDNA was generated following the manufacturer’s instructions. Full-length cDNA was quantified using a Qubit dsDNA HS Assay kit (Invitrogen) with a Qubit fluorometer. Finally, sequencing libraries were generated using 500 pg of full-length cDNA following the NexteraXT protocol (Illumina). Libraries were quantified on a Bioanalyzer (Agilent) using a DNA 1000 kit (Agilent) and sequenced on a HiSeq1500 system (Illumina) with a read length of 100 nucleotides in single-end mode.

For data processing, obtained transcriptome profiles were processed on a Galaxy web interface hosted by LAFUGA (Gene Center). After demultiplexing and trimming, data were mapped against the mouse genome (mm10) using RNA-STAR mapper (Galaxy version 2.5.2b-0). Abundant reads were counted using HTSeq-count (Galaxy version 1.0.0). Afterwards, gene expression analysis to detect differentially expressed genes was performed using DESeq2 (Galaxy version 2.11.40.6), setting the false discovery rate to <0.05. The sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE184758.

#### GO cluster enrichment analysis

GO cluster enrichments were generated using metascape.org (ref. ^33^). Enriched genes from the DESeq2 analysis with *P* ≤ 0.05 were organized in gene lists and screened for GO biological process enrichment. A *P* value of ≤0.01, a minimum count of 3 and an enrichment factor of ≥1.5 were used as cutoff parameters. Genetic terms were collected and grouped into clusters based on their membership similarities.

To compare the biological adhesion (GO:0022610) gene counts, sequencing results were filtered for GO:0022610 cluster genes, and significantly up- and downregulated genes were compiled in a heat map.

#### qPCR

RLT-sorted LECs or lysed synchronized BMDCs were thawed and thoroughly mixed. RNA was isolated using the RNeasy micro kit (Qiagen) according to the manufacturer’s instructions. RNA samples were analyzed using a NanoDrop2000 (Thermo Scientific) to determine RNA concentration and quality. Obtained RNA was directly reverse transcribed into cDNA with the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). cDNA samples were stored at −20 °C before use. qPCR was performed with a StepOnePlus Real-Time PCR System (Applied Biosystems) in 96-well plates with SYBR green-compatible primers. Each qPCR sample was analyzed in duplicate. The total reaction volume was 10 µl and contained 5 µl of SYBR green, 1 µl of primer mix (5 µM), 3 µl of water and 1 µl of cDNA. Gene expression levels were normalized to the housekeeping gene *Rpl32*.

#### ChIP analyses

After animals were killed, draining LNs were snap frozen on dry ice and stored at −80 °C before processing. Tissue was dounce homogenized in 1 ml of homogenization buffer (10 mM HEPES-KOH, 10 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT and 1× Complete Protease Inhibitor (Roche)). The homogenate was fixed in PBS containing 1% final formaldehyde (Thermo Fisher Scientific). Nuclei were isolated, and chromatin suspensions were obtained through sonication (Diagenode Bioruptor) to obtain fragments of 0.2–0.8 kilobases in size. Immunoprecipitation was performed with anti-BMAL1 (D2L7G, Cell Signaling Technology) or control IgG (Abcam). DNA was isolated with MinElute PCR Purification kits (Qiagen). DNA concentration was determined by using a Qubit dsDNA HS kit (Thermo Fisher Scientific). Real-time ChIP–qPCR was performed by use of SYBR Green Master Mix (Roche) in a LightCycler 480 II (Roche). Occupancy of BMAL1 at the *Ccr7*, *Ccl21*, *Lyve1* and *Per2* promoters was quantified by qPCR targeting regions identified as containing E-boxes using the SCOPE motif finder and EPFL eukaryotic database. Relative enrichment was determined as percentage of the input.

### Statistics

All figures represent merged data from independent biological replicates, and exceptions are explained in the figure legends. Adequate control experiments were individually performed for each biological replicate. Validation of replicates was performed independently, and they were pooled only when all replicates demonstrated invariable results. Complete statistical analyses, including the cosinor test, were done using GraphPad Prism, taking into consideration normal and non-normal data distributions; ^*^ or ^#^, *P* < 0.05; ^**^ or ^##^, *P* < 0.01; ^***^ or ^###^, *P* < 0.001; ^****^ or ^####^, *P* < 0.0001.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-021-01040-x.

## Supplementary information

Supplementary Information Supplementary information on antibodies, materials and software.

Reporting Summary

Supplementary Video 1 Video 1. Exogenous crawl-in ZT7. Live imaging of a ZT7 ear for the time indicated. BMDCs are stained in green, and basal membrane staining (laminin) is shown in red; scale bar, 100 µm. Time is in h:min:s. Abbreviations: ZT, zeitgeber time; BMDC, bone marrow-derived dendritic cells.

Supplementary Video 2 Video 2. Exogenous crawl-in ZT19. Live imaging of a ZT19 ear for the time indicated. BMDCs are stained in green, and basal membrane staining (laminin) is shown in red; scale bar, 100 µm. Time is in h:min:s. Abbreviations: ZT, zeitgeber time; BMDC, bone marrow-derived dendritic cells.

Supplementary Video 3 Video 3. Exogenous crawl-in using synchronized BMDCs. Live imaging of a ZT7 ear for the time indicated. BMDCs are differentially stained and added on top of the same ear. CT36 BMDCs are stained in red, CT24 BMDCs are stained in green and basal membrane staining (laminin) is shown in blue; scale bar, 100 µm. Time is in h:min:s. Abbreviations: ZT, zeitgeber time; CT, circadian time; BMDC, bone marrow-derived dendritic cells.

Supplementary Tables Supplementary Tables 1–3.

## Source data

Source Data Fig. 1 Statistical and imaging source data.

Source Data Fig. 2 Statistical and imaging source data.

Source Data Fig. 3 Statistical and imaging source data.

Source Data Fig. 4 Statistical and imaging source data.

Source Data Extended Data Fig. 1 Statistical and imaging source data.

Source Data Extended Data Fig. 2 Statistical and imaging source data.

Source Data Extended Data Fig. 3 Statistical and imaging source data.

Source Data Extended Data Fig. 4 Statistical and imaging source data.

Source Data Extended Data Fig. 5 Statistical and imaging source data.

Source Data Extended Data Fig. 6 Statistical and imaging source data.

Source Data Extended Data Fig. 7 Statistical and imaging source data.

Source Data Extended Data Fig. 8 Statistical and imaging source data.

## Data Availability

All data that support the conclusions of this paper are available at 10.26037/yareta:alphbk7uinejtgflybg7utlasq. Source data are provided with this paper. The sequencing data have been deposited in the NCBI GEO and are accessible through GEO series accession number GSE184758.

# Supplementary material for: Circadian clocks guide dendritic cells into skin lymphatics
**Source:** Nat Immunol. 2021 Oct 18;22(11):1375–81. doi: 10.1038/s41590-021-01040-x
**Supplement:** Supplementary file 1 — Supplementary information on antibodies, materials and software.

---

**Supplementary information**

---

**Circadian clocks guide dendritic cells into skin lymphatics**

---

In the format provided by the  
authors and unedited

## Supplementary data, materials and software

### Antibodies

| Antigen         | Conj.         | Dil.   | Clone      | Catalog #    | Supplier            |
|-----------------|---------------|--------|------------|--------------|---------------------|
| ALCAM           | PE            | 1:100  | Polyclonal | FAB1172P     | R&D Systems         |
| CCL21           | Biotin        | 1:100  | Polyclonal | BAF457       | R&D Systems         |
| CCR7 / CD197    | BV786         | 1:25   | 4B12       | 564355       | BD Biosciences      |
| CCR7 / CD197    | PE            | 1:24   | 4B12       | 120106       | Biolegend           |
| CD11c           | PE            | 1:100  | N418       | 117308       | Biolegend           |
| CD11c           | APC/Cy7       | 1:400  | N418       | 117323       | Biolegend           |
| CD11c           | BV510         | 1:300  | N418       | 117337       | Biolegend           |
| CD16/32         | -             | 1:50   | 93         | 101302       | Biolegend           |
| CD205           | PE-Cy7        | 1:200  | 205yekta   | 25-2051-43   | Biolegend           |
| CD301b          | PerCP-Cy5.5   | 1:200  | URA-1      | 146810       | Biolegend           |
| CD31/PECAM-1    | APC           | 1:100  | 390        | 102410       | Biolegend           |
| CD31/PECAM-1    | AF488         | 1:100  | 390        | 102413       | Biolegend           |
| CD40            | BUV737        | 1:200  | 3/23       | 741749       | BD Biosciences      |
| CD45            | PE-Dazzle 594 | 1:500  | 30-F11     | 103145       | Biolegend           |
| CD45            | AF488         | 1:500  | 30-F11     | 103122       | Biolegend           |
| CD45            | BV421         | 1:400  | 30-F11     | 563890       | BD Bioscience       |
| CD45            | BUV395        | 1:300  | 30-F11     | 565967       | Biolegend           |
| CD80            | BUV605        | 1:200  | 16-10A1    | 563052       | BD Biosciences      |
| CD86            | BUV395        | 1:200  | GL1        | 564199       | BD Biosciences      |
| CD99            | PE            | 1:100  | Polyclonal | FAB3905P     | Novusbio            |
| EPCAM/CD326     | AF647         | 1:1000 | G8.8       | 118212       | Biolegend           |
| EPCAM/CD326     | PE            | 1:200  | G8.8       | 563477       | BD Biosciences      |
| E-SELECTIN      | PE            | 1:100  | 10E9.6     | 553751       | BD Bioscience       |
| GOLPH4/GPP130   | -             | 1:100  | Polyclonal | Ab28049      | Abcam               |
| GP38/PODOPLANIN | PE            | 1:100  | 8.1.1.     | 127407       | Biolegend           |
| ICAM1           | PE            | 1:100  | YNI.7.4    | 116108       | Biolegend           |
| JAM-A/CD321     | PE            | 1:100  | H202-106   | B100-65340PE | Novusbio            |
| JAM-A/CD321     | FITC          | 1:200  | REA854     | 5191028595   | Miltenyi Biotech    |
| JAM-C/CD323     | APC           | 1:100  | 209628     | -            | Gift Dr. Beat Imhof |
| L1CAM           | PE            | 1:100  | 555        | FAB5674P     | R&D Systems         |
| LAMININ         | -             | 1:100  | Polyclonal | L9393-100UL  | Sigma-Aldrich       |

| Antigen       | Conj.  | Dil.   | Clone            | Catalog #         | Supplier           |
|---------------|--------|--------|------------------|-------------------|--------------------|
| LANGERIN      | AF647  | 1:100  | 929F3.01         | DDX0362A<br>647-5 | Origene<br>(Acris) |
| LYVE-1        | AF488  | 1:100  | ALY7             | 53-0443-82        | eBioscience        |
| LYVE-1        | DL405  | 1:100  | ALY7             | NBP1-<br>43411V   | Novusbio           |
| LYVE-1        | -      | 1:100  | 223322           | MAB2125-<br>SP    | R&D Systems        |
| MHCII/I-A/I-E | PE/Cy7 | 1:1000 | M5/114.15.2      | 107629            | Biolegend          |
| MHCII/I-A/I-E | BV650  | 1:2000 | M5/114.15.2      | 107641            | Biolegend          |
| MMR1          | PE     | 1:100  | Polyclonal       | FAB2535P          | Novusbio           |
| NEUROFILIN    | PE     | 1:100  | 3E12             | 145204            | Biolegend          |
| PROX-1        | APC    | 1:100  | 5G10             | NBP1-<br>30045APC | Novusbio           |
| SEMA3A        | PE     | 1:100  | 215803           | IC1250P           | R&D Systems        |
| VCAM1         | PE     | 1:100  | 429<br>(MVCAM.A) | 105714            | Biolegend          |
| VE-CADHERIN   | PE     | 1:100  | BV13             | NBP1-<br>43348PE  | Novusbio           |

4

| Target | Host         | Conj. | Dil.  | Catalog #   | Supplier       |
|--------|--------------|-------|-------|-------------|----------------|
| Rabbit | Goat         | FITC  | 1:100 | 111-095-144 | Jackson Immuno |
| Rabbit | Goat         | Cy3   | 1:700 | 111-165-144 | Jackson Immuno |
| Rat    | Donkey       | AF488 | 1:500 | 712-546-150 | Jackson Immuno |
| Biotin | Streptavidin | PE    | 1:500 | S866        | Invitrogen     |
| Biotin | Streptavidin | AF647 | 1:400 | 019-600-084 | Jackson Immuno |

5

| Isotype         | Conj.           | Dil.  | Clone       | Cat. #          | Supplier         |
|-----------------|-----------------|-------|-------------|-----------------|------------------|
| Goat IgG        | Biotin          | 1:100 | Polyclonal  | BAF108          | R&D Systems      |
| Goat IgG        | PE              | 1:100 | Polyconal   | IC108P          | Novusbio         |
| Hamster IgG2, κ | BV605           | 1:200 | B81-3       | 563012          | BD Biosciences   |
| Human IgG1      | FITC            | 1:200 | RTK2758     | 130-113-<br>437 | Miltenyi Biotech |
| Human IgG1      | APC             | 1:200 | REA-293     | 130-113-<br>434 | Miltenyi Biotech |
| Rat IgG1, κ     | PE              | 1:100 | E3-34 (RUO) | 553925          | BD Biosciences   |
| Rat IgG2a       | BV786           | 1:25  | R35-95      | 563335          | BD Biosciences   |
| Rat IgG2a, κ    | PE              | 1:100 | RTK2758     | 400508          | Biolegend        |
| Rat IgG2a, κ    | BUV395          | 1:200 | R35-95      | 563556          | BD Biosciences   |
| Rat IgG2a, κ    | BUV737          | 1:200 | R35-95      | 612760          | BD Biosciences   |
| Rat IgG2a, κ    | PE-Cy7          | 1:200 | R35-95      | 552784          | BD Biosciences   |
| Rat IgG2a, λ    | PerCP-<br>Cy5.5 | 1:200 | R35-95      | 552784          | BD Biosciences   |
| Rat IgG2b, κ    | PE              | 1:100 | RTK4530     | 400608          | Biolegend        |

6

7

8

| Target          | Host   | IG    | Conc.    | Clonality  | Cat.#                | Supplier                  |
|-----------------|--------|-------|----------|------------|----------------------|---------------------------|
| CCL21           | Goat   | IgG   | 20 µg/ml | Polyclonal | AF457                | R&D Systems               |
| Isotype control | Goat   | IgG   | 20 µg/ml | Polyclonal | AB-108-C             | R&D Systems               |
| CD99            | Rabbit | IgG   | 30 µg/ml | Polyclonal | Dietmar Vestweber    | MPI Molecular Biomedicine |
| Isotype control | Rabbit | IgG   | 30 µg/ml | Polyclonal | AB-105-C             | R&D Systems               |
| JAM-A/CD321     | Rat    | IgG2b | 30 µg/ml | BV1        | MABT128              | Sigma-Aldrich             |
| Isotype control | Rat    | IgG2b | 30 µg/ml | 141945     | MAB0061              | R&D Systems               |
| JAM-C           | Rat    | IgG2a | 30 µg/ml | H33        | Gift from Beat Imhof | University of Geneva,     |
| Isotype control | Rat    | IgG2a | 30 µg/ml | 54447      | MAB006               | R&D Systems               |
| LYVE-1          | Rat    | IgG2A | 30 µg/ml | 22322      | MAB2125-100          | R&D Systems               |
| Isotype control | Rat    | IgG2A | 30 µg/ml | 54447      | MAB006               | R&D Systems               |

9

10 Chemicals, peptides, and recombinant proteins

| Chemical / reagent                      | Catalog #                                                                              | Supplier          |
|-----------------------------------------|----------------------------------------------------------------------------------------|-------------------|
| CellTrace Violet                        | C34571                                                                                 | Thermofisher      |
| Collagenase IV                          | C4-28                                                                                  | Sigma             |
| CountBright™ absolute counting beads    | C36950                                                                                 | Life Technologies |
| DAPI                                    | 422801                                                                                 | Biolegend         |
| Dispase II                              | D4693                                                                                  | Sigma             |
| Heparinase II & IV                      | H6512                                                                                  | Sigma             |
| Lipopolysaccharide (LPS)                | L4391                                                                                  | Sigma             |
| D-Luciferine                            | L9504                                                                                  | Sigma             |
| mCCL21                                  | 250-13                                                                                 | Peprtech          |
| Tamoxifen                               | T5648                                                                                  | Sigma             |
| Triton-X100                             | X100                                                                                   | Sigma             |
| CellTrace Yellow                        | C34573                                                                                 | Thermofisher      |
| R10 – RPMI 1640                         | 10% FCS<br>20mM penicillin & Streptomycin<br>2mM L-glutamine<br>50µM β-mercaptoethanol | In house          |
| R10 + HEPES – Phenol-red free RPMI 1640 | R10 + 10mM HEPES                                                                       | In house          |

11

12

13

14

15 Experimental Organisms/Strains

| Mouse strain                                         | Supplier                                                            | Cat. #  |
|------------------------------------------------------|---------------------------------------------------------------------|---------|
| Cdh5-cre/ERT2 mice                                   | Ralf Adams, MPI Münster, Germany                                    | N/A     |
| <i>Prox1-cre</i> mice                                | Jackson Laboratories                                                | #022075 |
| <i>Clec9a-cre</i> mice                               | Barbara Schraml, LMU Munich, Germany                                | N/A     |
| <i>Cd99<sup>-/-</sup></i> mice                       | Dietmar Vestweber, MPI Münster, Germany                             | N/A     |
| <i>Per1<sup>-/-</sup>Per2<sup>-/-</sup></i> dKO mice | Jürgen Ripperger, Urs Albrecht, University of Fribourg, Switzerland | N/A     |
| <i>Bmal1<sup>-/-</sup></i> mice                      | Charna Dibner, University of Geneva, Switzerland                    | N/A     |
| <i>Ccr7<sup>-/-</sup></i> mice                       | Cornelia Halin, ETH Zurich, Switzerland                             | N/A     |

16

17 Oligonucleotides

| Primer                | Sequence (5' → 3')                | Supplier   |
|-----------------------|-----------------------------------|------------|
| Generic <i>Cre</i> F  | GCG GTC TGG CAG TAA AAA CTA TC    | Eurofins   |
| Generic <i>Cre</i> R  | GTG AAA CAG CAT TGC TGT CAC TT    | Eurofins   |
| <i>Bmal1 flox</i> F   | ACT GGA AGT AAC TTT ATC AAA CTG   | Eurofins   |
| <i>Bmal1 flox</i> R   | CTG ACC AAC TTG CTA ACA ATT A     | Eurofins   |
| <i>Clec9acre</i> C    | AAA AGT TCC ACT TTC TGG ATG ATG A | Eurofins   |
| <i>Clec9acre</i> WT   | TCA CTT ACT CCT CCA TGC TGA CG    | Eurofins   |
| <i>Clec9acre</i> MT   | GGC TCT CTC CCC AGC ATC CAC A     | Eurofins   |
| <i>Prox1cre</i> WT F  | GTG GAA AGG AGC GTA CAC TGA       | Eurofins   |
| <i>Prox1cre</i> C     | CAC ACA CAC ACA CGC TTG C         | Eurofins   |
| <i>Prox1cre</i> MT F  | GCC AGA GGC CAC TTG TGT AG        | Eurofins   |
| <i>Ccl21</i> F        | TGAACAGACACAGCCCTCAAGA            | Eurofins   |
| <i>Ccl21</i> R        | CCTCTTTGCCTGTGAGTTGGA             | Eurofins   |
| <i>Lyve1</i> F        | TGGTGTTACTCCTCGCCTCT              | Eurofins   |
| <i>Lyve1</i> R        | TTCTGCGCTGACTCTACCTG              | Eurofins   |
| <i>Cd99</i> F         | GCGAGTGACGACTTCAACCT              | Eurofins   |
| <i>Cd99</i> R         | CTCCTGACGGCTTCTTGGG               | Eurofins   |
| <i>F11r / JAM-A</i> F | GCAGGTCAATTTGATGGACTCGT           | Eurofins   |
| <i>F11r / JAM-A</i> R | AGCCGGGAGGAACTGTTGT               | Eurofins   |
| <i>Ccr7</i> F         | ATG TTG AGC TGC TTG CTG GTT TCG   | Eurofins   |
| <i>Ccr7</i> R         | TCA GTG GCT GAC CTC CTC TT        | Eurofins   |
| <i>Lyve1</i> F (ChIP) | CTG GAA CTA CAG TGC TAG AGT C     | Eurofins   |
| <i>Lyve1</i> R (ChIP) | TCT CTG ATG TAA ATG TGT TTG C     | Eurofins   |
| <i>Ccr7</i> F (ChIP)  | AGA ACT CAA TGG CCA CCC AC        | Microsynth |
| <i>Ccr7</i> R (ChIP)  | TAC TAA GCC ACC TCC CCA GT        | Microsynth |
| <i>Ccl21</i> F (ChIP) | GTA TGA CTC TGT TCC AAC CTA GGT G | Microsynth |
| <i>Ccl21</i> R (ChIP) | TGG ACC TGG TAT TTT CTT AGT TTG G | Microsynth |
| <i>Per2</i> F (ChIP)  | GCA AAT GAG GTG GCA CTC C         | Microsynth |
| <i>Per2</i> R (ChIP)  | GGA GCC GCT AGT CCC AGT AG        | Microsynth |

18

19

20 Software

| Software                      | Version   | Supplier                             |
|-------------------------------|-----------|--------------------------------------|
| ImageJ / Fiji                 | 1.51n     | www.imagej.net                       |
| Slidebook                     | 6.0       | 3i – Intelligent Imaging Innovations |
| Matlab                        | R2018b    | Mathworks                            |
| GraphPad Prism                | 9.1       | GraphPad                             |
| Excel                         | 2010/2017 | Microsoft                            |
| Galaxy, storage platform      | -         | LAFUGA Gene Center                   |
| FACSDiva                      | 8.0.1     | BD                                   |
| Flowjo                        | 10.4      | Flowjo, LLC                          |
| Chemotaxis and Migration Tool | 2.0       | Ibidi                                |

21

# Supplementary material for: Circadian clocks guide dendritic cells into skin lymphatics
**Source:** Nat Immunol. 2021 Oct 18;22(11):1375–81. doi: 10.1038/s41590-021-01040-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Slidebook 6.0 3i – Intelligent Imaging Innovations; Galaxy, storage platform - LAFUGA Gene Center (LMU); FACSDiva 8.0.1 BD

Data analysis ImageJ / Fiji 1.51n [www.imagej.net](http://www.imagej.net); Matlab R2018b Mathworks; GraphPad Prism 9.1 GraphPad; Excel 2010/2017 Microsoft; Flowjo 10.4 Flowjo, LLC; Chemotaxis and Migration Tool 2.0 Ibidi

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data that support the conclusions of this paper are available from the authors on request.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For initial experimental design, power analyses were performed to determine sample size.                                                                           |
| Data exclusions | Data was not excluded, unless suggested via statistical testing (GraphPad, Identification of outliers, ROUT method, Q=1%) for the real-time imaging analysis only. |
| Replication     | All experiments were replicated at least once to prove reproducibility and only included if obtained results were the same.                                        |
| Randomization   | Mice were randomly allocated into different experimental groups. Human samples were obtained from patients randomly allocated to different times of the day.       |
| Blinding        | Blinding was performed for all experiments except the real-time imaging experiments.                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | A complete list of antibodies including concentrations, fluorophore, clone, reference number, provider and appropriate isotype controls are found within an 'Antibody' table in the supplementary data section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Validation      | All neutralization antibodies used for DC migration were taken from publications that have validated the antibodies prior to this study, including Johnson, L. A. & Jackson, D. G. Inflammation-induced secretion of CCL21 in lymphatic endothelium is a key regulator of integrin-mediated dendritic cell transmigration. <i>Int Immunol</i> 22, 839-849, doi:10.1093/intimm/dxq435 (2010); Weber, M. et al. Interstitial dendritic cell guidance by haptotactic chemokine gradients. <i>Science</i> 339, 328-332, doi:10.1126/science.1228456 (2013); Russo, E. et al. Intralymphatic CCL21 Promotes Tissue Egress of Dendritic Cells through Afferent Lymphatic Vessels. <i>Cell Rep</i> 14, 1723-1734, doi:10.1016/j.celrep.2016.01.048 (2016); Johnson, L. A. et al. Dendritic cells enter lymph vessels by hyaluronan-mediated docking to the endothelial receptor LYVE-1. <i>Nat Immunol</i> 18, 762-770, doi:10.1038/ni.3750 (2017); Torzicky, M. et al. Platelet endothelial cell adhesion molecule-1 (PECAM-1/CD31) and CD99 are critical in lymphatic transmigration of human dendritic cells. <i>J Invest Dermatol</i> 132, 1149-1157, doi:10.1038/jid.2011.420 (2012); Cera, M. R. et al. Increased DC trafficking to lymph nodes and contact hypersensitivity in junctional adhesion molecule-A-deficient mice. <i>J Clin Invest</i> 114, 729-738, doi:10.1172/JCI21231 (2004). |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Male wild-type (WT) C57BL/6N mice aged 6-8 weeks were purchased from either Charles River Laboratories (Sulzfeld, Germany) or Janvier labs (Le Genest-Saint-Isle, France). Cdh5-creERT2 mice (B6) were obtained as a gift from Ralf Adams (Max-Planck-Institute for Molecular Biomedicine Münster, Germany) and crossbred with Bmal1flox/flox (B6) obtained from Jackson Laboratories to be able to target blood (BECs) and lymphatic endothelial cells (LECs). Prox1-creERT2 (B6; purchased from Jackson Laboratories, Bar Harbor, |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Maine, USA) mice were crossbred with Cdh5-creERT2-Bmal1flox/flox to obtain Prox1-creERT2-Bmal1flox/flox mice to specifically target LECs. Cdh5-creERT2 and Prox1-creERT2 mice were given intraperitoneal tamoxifen injections for five consecutive days at the age of six weeks to induce Cre recombinase expression and excise Bmal1 at the respective flox regions. EYFP;Clec9acre mice were crossbred with Bmal1flox/flox to target conventional dendritic cells (cDCs)28. Cd99-/- mice and bone marrow (BM) cells from Ccr7 -/- mice Bmal1-/- and Per2::Luc mice were used aged 6-8 weeks. Primary BM cells from Per1 -/-Per2-/- mice were provided by Jürgen Ripperger and Urs Albrecht (University of Fribourg, Switzerland). All animals were housed under a 12h:12h light:dark (L:D) schedule with ad libitum access to water and food in the Core Facility Animal Models at the Biomedical Centre (LMU, Germany) or the University of Geneva (Switzerland).

#### Wild animals

No wild animals were used in this study.

#### Field-collected samples

No field collected samples were used in this study.

#### Ethics oversight

All animal procedures and experiments were in accordance with the ministry of animal welfare of the region of Oberbayern and with the German law of animal welfare or were approved and performed in accordance with the guidelines of the animal research committee of Geneva, Switzerland.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

Skin biopsies were taken from male and female adults (mean age: 74 years).

#### Recruitment

Skin biopsies were taken from adults presenting at the dermatosurgery unit of the Geneva University Hospitals, Switzerland, for the removal of skin tumours under local anaesthesia. Samples were taken from excessive, tumour-free, surrounding skin known as "Burow's triangles" during the reconstruction of dermatosurgical excisions. No extra incisions were made to obtain the sample and the size of the original tumour excision was not altered by this study. The sample was placed into normal saline solution immediately after it had been excised and the time of day was noted. Samples were then embedded in OCT and shock-frozen until sectioning. No potential self-selection bias or other biases were present.

#### Ethics oversight

Written informed consent was obtained from each individual. The sampling was conducted according to the Declaration of Helsinki and approved by the Commission Cantonale d'Ethique de la Recherche of the University Hospitals of Geneva.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Crawl-out assays: Harvested and split ears were washed for 2 h and stored in R10 medium for 24 h supplemented with 1 µg/ml CCL21. Next day, ears were harvested and gently digested for 20 min at 37 °C with collagenase IV (1 mg/ml, C5138, Sigma), DNase (0.2 mg/ml, Roche) and dispase II (0.2 mg/ml, Sigma). After digestion, cells were filtered through a 70 µm cell strainer, washed and resuspended in PBS supplemented with 2% FCS and 2 mM EDTA (Sigma). Simultaneously, the medium containing the emigrated DCs was harvested and both the ear DC and medium DC populations were first Fc-receptor blocked with anti-mouse CD16/32 for 5 min at RT and subsequently stained with fluorescence-conjugated antibodies for 30 min at 4 °C. For CCR7 staining, the stain was performed separately at 37 °C prior to the other staining step. DAPI and full-bright counting beads (Thermo Fisher) were added to cells, which were then analysed by flow-cytometry using a Gallios Flow Cytometer (Beckman Coulter) equipped with a 405, 488 and 633nm laser or BD Fortessa Flow Cytometer (405, 488, 561 and 633nm lasers, BD Biosciences).

#### Sorting of LECs

To sort dermal LECs for RNA sequencing, 4 ears from two mice were pooled per biological replicate and time point. Dermal cells were isolated as stated above and prepared for sorting on a FACSARIAIIIu (BD) equipped with 4 lasers (405, 488, 561, 633 nm) in the Biomedical Centre Munich Core Facility Flow Cytometry. Live PODOPLANIN+ CD31+ LECs were sorted directly into either 350 µl TriZol-LS (Thermo Fisher, in case of RNA sequencing) or 350 µl RLT-buffer with β-ME (1:100) (Qiagen & Sigma, respectively, in case of qPCR) at 4 °C using a 100µm nozzle with a purity > 90% as determined by purity checks after every sort. Cell numbers sorted ranged between 3000 and 5000 cells / two pooled ear pairs. Directly after sorting, samples were shock-frozen on dry-ice and stored for further analysis.

#### Instrument

Gallios Flow Cytometer (Beckman Coulter) equipped with a 405, 488 and 633nm laser or BD Fortessa Flow Cytometer (405, 488, 561 and 633nm lasers, BD Biosciences). Sorting: FACSARIAIIIu (BD)

Software

FACSDiva 8.0.1 BD; Flowjo 10.4 Flowjo, LLC

Cell population abundance

DC: CD11c, MHCII cells (ear: 15-20%, medium: 70-80%)  
LEC: (2-3% final gate)

Gating strategy

DC: CD11c, MHCII, EPCAM, CD103  
LEC: Podoplanin, CD31 (2-3% final gate)

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

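RNA of dermal LECs, sorted from mouse ear skin as CD31+podoplanin+ cells at ZT1, ZT7, ZT13 and ZT19, was sequenced in 5 replicates per time point, each a pool of 4 ears from 2 mice. The labels of the deposited libraries give the time point and the replicate number of each, and the samples were grouped by these labels alone. The authors mapped the reads to mm10 with STAR, counted them on genes with HTSeq-count and deposited the raw counts per gene symbol, without normalization, with separate totals for reads on no gene, ambiguous reads and reads that were not aligned or aligned to more than 1 place. The authors then used DESeq2 with a false discovery rate under 0.05. For their GO gene lists, they took genes from it with P of 0.05 or less. The paper's text names no design, covariate or filter on low counts for the DESeq2 step.

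Per library, between 4475111 and 42002363 reads were counted on genes (median 9379794). A gene with 3 counts makes up 6.7e-05% of the shallowest library and 7.14e-06% of the deepest, and such floors cover counting error only, since the cDNA was amplified without molecular identifiers. Between 12477 and 21697 genes had at least 1 count, and 757 of the 24062 gene symbols had none in any library. Gene positions and lengths came from GENCODE M21, which uses GRCm38, the build that mm10 denotes. The length of a gene, called transcript length here, is that of all its exons merged over all its transcripts. It can exceed the length of any single transcript. A length was found for 98.4% of the symbols, of which 935 matched through an older symbol.

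Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filter on low counts by time point, quasi-likelihood F-test), fitted over all 20 libraries, so that the 4 time points shared 1 estimate of the spread. Genes were compared among the 4 time points (3 degrees of freedom), between each of the 6 pairs of time points, and for cosine and sine terms with a period of 24 h (2 degrees of freedom). The threshold was a Benjamini-Hochberg adjusted p of 0.05 over the 19209 genes tested. Normalized counts are counts divided by the effective library size relative to the geometric mean of the 20 libraries. Log2 values of normalized counts used a pseudocount of 1. The adhesion gene mean of a library is the mean over the adhesion genes of Supplementary Table 3 of this log2 value, centred per gene, and was compared by two-sided exact permutation tests over the 252 assignments of 5 against 5 libraries.

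The genes named in the text are the clock genes of Fig. 2f and Extended Data Fig. 4d, the marker genes of Extended Data Fig. 4c, the genes for the molecules named in the text, further clock genes and cell-type markers from written lists, the 10 genes with the largest range of time-point means among those that differed among the 4 time points, and the 6 adhesion genes with the smallest adjusted p. The genes with a 24-h rhythm other than Dbp fall outside this rule and were named after their values were seen. Some of the 10 genes with the largest range are not discussed singly, and 1 result for a single gene was left out of the text because it is withheld for evaluation.

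The groups, the tests, the gene lists and most alternatives were fixed before the deposited counts were opened, but after the paper's supplementary tables, which hold values of the same libraries, had been read. The alternatives were DESeq2 1.42.0, other normalizations, other filters on low counts, the replicate number as a block, an offset for transcript length, marker scores of keratinocytes and fibroblasts as covariates, 1 surrogate variable (sva 3.50.0), fits of only the time points compared, and each library left out in turn. The share of reads counted on genes as a covariate, counts thinned to the smallest library and DESeq2's regularized log were added after the counts had been seen. Same-numbered replicates come from different mice, and the pairing by number rests on the labels alone.

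The fits were tested on simulated counts with 200 genes changed by 3 on the log2 scale at ZT19. These counts were drawn from the means and library sizes of these libraries and from edgeR's own gene-wise estimates of the spread. Genes were drawn independently, without repeated draws and with no effect of the share of reads on genes. Of the 199 changed genes that passed the filter, edgeR's test among the 4 time points found 142 and called 4 unchanged genes, and DESeq2's found 164 and called 52 unchanged genes. With no gene changed, edgeR called 0 of 17387 genes among the 4 time points and DESeq2 called 3. DESeq2 then called 9 genes between ZT13 and ZT19, where edgeR called 0, and 15 between ZT1 and ZT19.

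The enrichment of GO terms was not recomputed, since it needs an annotation that is not in the files. Cd99 and 3 adhesion genes of Supplementary Table 3 were not found among the gene symbols and were left out. The qPCR, imaging and flow cytometry of the paper have no deposited counts and were not analysed.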

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

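The tests of the share of reads counted on genes, of genomic DNA, of RNA from keratinocytes among the called genes and of mislabelled samples were chosen only after the results were seen. The other tests named here were chosen before.

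In 10 of 136 groups of 5 libraries, 1 library lay far from the other 4, where chance would give 6.8. The gap to the nearest library, as a part of the whole range of log2 normalized counts, was 0.715 for Bmal1 (ZT7 replicate 2, higher than the rest). For Pdpn it was 0.812 (ZT13 replicate 2, higher) and 0.726 (ZT19 replicate 4, higher). Among genes of other cell types and of endothelial cells, it was 0.716 for Itga2b (ZT13 replicate 2, lower), 0.746 for Notch4 (ZT13 replicate 2, lower), 0.793 for Vwf (ZT7 replicate 2, lower), 0.746 for Vwf (ZT13 replicate 5, lower), 0.874 for Vwf (ZT19 replicate 1, with 0 counts), 0.814 for Ptprc (ZT13 replicate 5, with 0 counts) and 0.717 for Cdh5 (ZT13 replicate 5, lower). All 7 low values came from libraries with the highest or second highest share of reads on genes of their time point (62.3% in ZT7 replicate 2, 39.7% and 79.9% in ZT13 replicates 2 and 5, and 81.6% in ZT19 replicate 1). Whether this share accounts for these single values was not tested. No biological explanation was tested, because these libraries have the same condition as their replicates.

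Reads on no gene made up a median of 72.6% of the reads that fell on a gene or on no gene, a part of the data that the paper does not report on. The log2 odds of a read on a gene were higher at ZT19 than at the other time points by 1.96, and 101 of the 15504 assignments of 5 libraries against 15 gave as large a difference. This contrast was chosen because ZT19 had the highest share, so the count overstates the evidence. In two-sided exact permutation tests of single pairs, ZT19 differed from ZT1 (adjusted p = 0.0476), while no difference was detected from ZT7 (0.167) or ZT13 (0.333). Genomic DNA in the libraries was weighed as a candidate explanation through the reads per kb on 1446 olfactory and vomeronasal receptor genes. These reads, relative to all reads on genes, were higher where fewer reads fell on genes, but reads on genes enter both measures, so this relation is partly built in and was given no weight. If the rest of the genome carried reads at the density of the receptor genes, it would account for a median of 12.0% of the reads on no gene (from 5.39% to 28.0% per library), so genomic DNA at that density leaves most of those reads unexplained. A difference in library preparation between time points was not tested, since neither the labels nor the paper give a batch.

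Of 14 keratinocyte markers, written down as a list before the counts were opened, 8 differed among the 4 time points, and all 14 were lowest at ZT13 with TMM normalization. The keratinocyte score was lower at ZT13 than at ZT19 by 3.13 on the log2 scale, with no overlap between the 5 libraries of each (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0238 over 6 pairs). Krt15, the keratinocyte marker with the smallest adjusted p, had 41400 ± 17312 normalized counts (SD, n = 5) at ZT19 and 3653 ± 739 at ZT13. RNA from keratinocytes in the sorted cells is a candidate source of these transcripts. Outside the keratinocyte lists, 5 of 70 called genes (7.14%) followed the score within time points with a correlation of 0.7 or more, against 0.685% of the other genes, so few called genes followed the score within time points, though a larger part than among the other genes. With the keratinocyte and fibroblast scores as covariates, 24 of the 81 genes kept their threshold, and 0 of the 113 genes called between ZT13 and ZT19 did, where 4404 genes differing between ZT13 and ZT19 had an unadjusted p of 0.05 or less. RNA from keratinocytes is therefore not excluded as a source of called genes. Over all 20 libraries no relation of the score to the share of reads on genes was detected (Pearson's r = -0.0124, permutation p = 0.960, and Spearman's rho = 0.197, permutation p = 0.401), but r was -0.399 within time points and 0.312 without the 2 libraries farthest from the median. Whether the keratinocyte transcripts vary with the time of day or with how the cells were sorted on each occasion cannot be told apart in these libraries.

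Besides Dbp, 5 genes that the paper does not discuss had a 24-h rhythm over all genes, namely Aldh3a1, Cebpd, Fkbp5, Slc10a6 and Top2a. Fkbp5 had 1554 ± 475 normalized counts (SD, n = 5) at ZT13 and 407 ± 71.1 at ZT1, with its peak at 14.4 h. Of 100 assignments of the libraries to time points within replicate numbers, 6 gave at least as many genes with a 24-h rhythm as the 6 found, so the number itself may arise by chance. No biological explanation is put forward for these genes.

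Of 11 immediate early genes, written down as a list before the counts were opened, 3 differed among the 4 time points (Fos, Fosb and Zfp36), and each was highest at ZT13. Fos had 12594 ± 3091 normalized counts (SD, n = 5) at ZT13 and 3220 ± 748 at ZT7. The response of cells to digestion and sorting raises such genes too, and no test separated it from a change with the time of day.

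Over the 10 clock genes, 4 of the 20 libraries lay nearer to another time point than to their own, namely ZT1 replicate 2 (nearest to ZT19), ZT13 replicate 5 (nearest to ZT7), ZT19 replicate 3 (nearest to ZT13) and ZT19 replicate 4 (nearest to ZT1). A number of 3 or more, set after the clock gene values had been seen but before the distances were computed, was to count in favour of mislabelled samples, so mislabelling is not excluded. Each of the 4 lay nearest to a time point adjacent on the 24-h clock, and the groups of the labels were kept.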

How the results depend on the processing

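Counts of genes below are given at an adjusted p under 0.05, with the count at an unadjusted p of 0.05 or less in brackets where the first is 0. The 2 settings with the share of reads counted on genes, the thinned counts and DESeq2's regularized log were chosen after seeing the data. Where a setting is not said to move a count, the count stayed within 1.5 times its value in the passages. The cause was not tested for any change listed here, except where the observations below give a test.

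With DESeq2 in place of edgeR, 569 genes differed among the 4 time points (79 of the 81 among them) and 75 had a 24-h rhythm, among them 3 clock genes in each test and 34 adhesion genes in the first. Between pairs of time points, DESeq2 gave 13 genes for ZT1 and ZT7, 64 for ZT1 and ZT13, 1987 for ZT1 and ZT19, 80 for ZT7 and ZT13, 2079 for ZT7 and ZT19 and 1775 for ZT13 and ZT19. On simulated counts with these library sizes, 52 of the 216 genes that DESeq2 called among the 4 time points had not been changed (24.1%), against 4 of 146 for edgeR (2.74%). Between ZT13 and ZT19 it was 72 of 235 for DESeq2 (30.6%), against 4 of 143 for edgeR (2.80%). Between ZT1 and ZT19 it was 66 of 235 for DESeq2 (28.1%). The simulated spread came from edgeR's own fit, so these rates are not a neutral comparison of the tools.

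With DESeq2's size factors inside edgeR, 0 genes differed between ZT1 and ZT7 [805], 9 between ZT1 and ZT13 and 24 between ZT1 and ZT19. With library size alone, the counts for these pairs were 0 [934], 7 and 96. Of the genes called between ZT13 and ZT19, 79 were higher and 38 lower at ZT19 with the former and 89 and 30 with the latter, against 96 and 17 with TMM normalization, and 371 and 1404 with DESeq2. The scaling moved the median log2 change of all genes between ZT1 and ZT7 from 0.05 with TMM to 0.19 with DESeq2's size factors and 0.43 with library size alone, so directions of small changes rest on it. With the share of reads on genes as a covariate, the part of genes at an unadjusted p of 0.05 or less that were higher at ZT19 rose from 33.5% to 71.5% against ZT1, from 34.1% to 83.2% against ZT7 and from 37.9% to 78.5% against ZT13. The transcript-length offset raised this part too, to 62.9% against ZT1, 53.1% against ZT7 and 42.9% against ZT13. Without a filter on low counts, no count moved beyond 1.5 times. With at least 10 counts in every library, 130 genes differed among the 4 time points (70 of the 81 among them) and 12 had a 24-h rhythm, and the pairs gave 14 (ZT1 and ZT13), 389 (ZT1 and ZT19), 33 (ZT7 and ZT13), 1 (ZT7 and ZT19) and 183 (ZT13 and ZT19).

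Same-numbered replicates hardly deviated together (correlation 0.0395 over all pairs of time points, and 0.168 for ZT1 and ZT13). With the replicate block, 31 genes differed among the time points (30 of the 81 among them), with 3 adhesion genes, and 1 clock gene over the list of 10. The genes with a 24-h rhythm numbered 0 [1524], with 0 clock genes [7]. There were 0 genes differing between ZT1 and ZT7 [716], 1 between ZT1 and ZT13, 0 genes differing between ZT1 and ZT19 [4220], 0 genes differing between ZT7 and ZT19 [3447] and 58 genes differing between ZT13 and ZT19. For the replicate block with the transcript-length offset, 51 genes differed among the time points, with 0 clock genes [5] over all genes and 4 over the list, and 0 genes [2435] and 0 clock genes [6] had a 24-h rhythm. Its pairs gave 0 (ZT1 and ZT7) [329], 0 genes differing between ZT1 and ZT13 [681], 0 (ZT1 and ZT19) [5017], 4 (ZT7 and ZT13), 0 (ZT7 and ZT19) [4401] and 75 (ZT13 and ZT19). For the replicate block with the share of reads on genes, 10 genes differed among the time points, with 0 adhesion genes [53], and 1 gene had a 24-h rhythm. Its pairs gave 0 (ZT1 and ZT7) [995], 1 (ZT1 and ZT13), 0 (ZT1 and ZT19) [913], 11 (ZT7 and ZT13), 0 (ZT7 and ZT19) [1314] and 8 (ZT13 and ZT19), and the curve of Cry2 was reversed, with a Cry2 24-h amplitude of 0.067.

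With the transcript-length offset alone, the genes with a 24-h rhythm numbered 0 [2537], 0 clock genes passed among the time points [5] or for the rhythm [7] over all genes, and 4 and 3 passed over the list. There were 0 genes differing between ZT1 and ZT7 [492], 0 genes differing between ZT1 and ZT13 [1038], 0 genes differing between ZT1 and ZT19 [5098], 3 genes differing between ZT7 and ZT13 and 0 genes differing between ZT7 and ZT19 [4332]. With the keratinocyte and fibroblast marker scores as covariates, 326 genes differed among the time points (24 of the 81 among them), 2 had a 24-h rhythm and 4 clock genes had one over the list. The pairs then gave 194 (ZT1 and ZT7), 0 (ZT1 and ZT13) [1523], 756 (ZT1 and ZT19), 0 (ZT7 and ZT13) [722], 1644 (ZT7 and ZT19) and 0 genes differing between ZT13 and ZT19 [4404]. With 1 surrogate variable, 35 genes differed among the time points, with 2 adhesion genes, and the pairs gave 4 (ZT1 and ZT7), 0 (ZT1 and ZT19) [2199] and 57 (ZT13 and ZT19).

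With the share of reads counted on genes as a covariate, 49 genes differed among the time points, with 3 adhesion genes, and 3 had a 24-h rhythm. The pairs gave 4 (ZT1 and ZT7), 0 (ZT1 and ZT19) [1745], 1 (ZT7 and ZT19) and 54 (ZT13 and ZT19). Counts thinned to the smallest library gave 7 (ZT1 and ZT13), 5 (ZT1 and ZT19) and 1 (ZT7 and ZT19). Fits of only the time points compared gave 2 (ZT1 and ZT13), 5 (ZT7 and ZT13), 0 genes differing between ZT7 and ZT19 [1549] and 32 (ZT13 and ZT19). At an unadjusted p of 0.05 or less, 3024 genes differed among the time points, with 7 clock and 85 adhesion genes, and 1773 had a 24-h rhythm, with 7 clock genes. The pairs gave 955, 1032, 4155, 498, 3778 and 3693 genes, from ZT1 and ZT7 to ZT13 and ZT19 in the order used above.

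Across the 20 fits that each left out 1 library, from 30 to 178 genes differed among the time points, with 2 to 16 adhesion genes and 1 clock gene throughout, and from 1 to 8 clock genes over the list. From 0 to 10 genes had a 24-h rhythm, with 0 to 1 clock genes, and from 5 to 8 clock genes over the list. The pairs gave from 0 to 1 (ZT1 and ZT7), 0 to 8 (ZT1 and ZT13), 0 to 902 (ZT1 and ZT19), 2 to 36 (ZT7 and ZT13), 0 to 4 (ZT7 and ZT19) and 63 to 853 (ZT13 and ZT19).

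The adhesion gene mean was lower at ZT13 than at ZT1 under every setting run, but its adjusted p in exact permutation tests ran from 0.0476 to 0.562. The authors chose these genes on the same libraries, so none of these p-values is independent of that choice. The difference was -0.11 with library size alone (adjusted p = 0.562 in the exact permutation test), -0.16 with the median over genes (0.222) and -0.14 without the keratinocyte and fibroblast genes (0.111). Exact sign flips of same-numbered pairs, the replicate block, gave the same -0.35 an adjusted p of 0.188. Between ZT1 and ZT19, it passed with DESeq2's size factors (-0.22, adjusted p = 0.0476 in the exact permutation test, in a range from 0.0476 to 0.881 over the alternatives) and with the regularized log (-0.16), and turned to 0.020 with library size alone. Between ZT1 and ZT7 it turned to 0.11 with library size alone. Between ZT7 and ZT19 it turned to -0.095 with DESeq2's size factors, to -0.089 with library size alone, and to -0.056 with the regularized log. Scalings move all genes alike, and the median log2 change of all genes between ZT7 and ZT19 moved from -0.20 with TMM to -0.43 with DESeq2's size factors and -0.44 with library size alone, so these turns say nothing about adhesion genes relative to other genes. Between ZT7 and ZT13 it turned to 0.10 with the median over genes and to 0.12 without the keratinocyte and fibroblast genes. Between ZT13 and ZT19 it turned to -0.015 with the median and to -0.10 without those genes. Across the 10 fits of each pair that left out 1 library, the difference ran from -0.31 to -0.20 (ZT1 and ZT7), from -0.39 to -0.30 (ZT1 and ZT13), from -0.21 to -0.09 (ZT1 and ZT19), from -0.16 to -0.05 (ZT7 and ZT13), from 0.03 to 0.17 (ZT7 and ZT19) and from 0.15 to 0.26 (ZT13 and ZT19).

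Of 42 results for single named genes, under 13 other settings, 60 changed to not passing the threshold, 4 to passing it and 1 in direction. In fits that left out 1 library, 66 changed to not passing, 2 to passing and 0 in direction. A change of direction could be recorded only for the 10 clock genes, as a large shift of the peak time. The other named genes were scored by the range of their time-point means, which has no direction. Those other genes were not compared under DESeq2. Normalized counts of the clock genes at each time point, and of the marker genes over all libraries, moved by less than 1 SD with DESeq2's size factors and with the regularized log.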

Differences from the paper's values

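The mean normalized count of Pecam1 over all 20 libraries was 3961, against the paper's value of 1541 in the source data of Extended Data Fig. 4c. With DESeq2's size factors, set before the data were examined, it was 3855, so this alternative did not close the gap. The regularized log of DESeq2, chosen after seeing the values, gave 3822 and did not close it either. The 20 values that the source data give for Pecam1 are identical to the 20 given for Pdpn.

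The adhesion gene mean changed from ZT1 to ZT13 by -0.35 on the log2 scale, against the paper's -0.19, computed from Supplementary Table 3. Of the alternatives set before the data were examined, DESeq2's size factors (-0.26), library size alone (-0.11), the median over genes (-0.16) and leaving out the keratinocyte and fibroblast genes (-0.14) came within the error of the paper's value, and a pseudocount of 0.5 (-0.35) did not. The regularized log, chosen after seeing the values, gave -0.17 and came within it.

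From ZT7 to ZT19 the adhesion gene mean changed by 0.10, against the paper's -0.065. Of the alternatives set before the data were examined, DESeq2's size factors (-0.09) and library size alone (-0.09) reached the paper's sign, and a pseudocount of 0.5 (0.10), the median over genes (0.08) and leaving out the keratinocyte and fibroblast genes (0.02) did not. The regularized log, chosen after seeing the values, gave -0.06. Between these time points the median log2 change of all genes moved from -0.20 with TMM to -0.43 with DESeq2's size factors and -0.44 with library size alone, so the adhesion gene mean moved together with genes in general.

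In the source data of Fig. 2f and Extended Data Fig. 4d, 195 of the 200 clock gene values equal 2 to the power of DESeq2's regularized log of the deposited counts, a setting chosen after seeing the values. The 5 that do not are those of Per1 at ZT1, which are identical to the 5 values of Per1 at ZT7. From the counts, Per1 had 650.0 ± 196 normalized counts (SD, n = 5) at ZT1 and 973 ± 504 at ZT7, against the paper's mean of 945 at both. For the marker genes of Extended Data Fig. 4c, 14 of 15 had the same 20 values under the regularized log, and 116 of 118 adhesion genes of Supplementary Table 3 equalled it after subtraction of the log2 of the gene's mean. The regularized log pulls single libraries with low counts toward the others, and Bmal1 in ZT13 replicate 2 had 12.7 TMM-normalized counts against the paper's 53.0.

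The paper describes strong oscillations of the core clock components in LECs. Over all genes tested, 1 of the 10 clock genes passed the threshold in edgeR's test in each of the 2 comparisons, and DESeq2 raised this to 3 in each. Adjusted over the list, or unadjusted, 7 of the 10 passed.

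The paper describes the cellular profile as highly rhythmic, in particular for adhesion processes, and calls the genes of Supplementary Table 3 significant. Its methods took genes with P of 0.05 or less in DESeq2 for the GO gene lists. Read as an unadjusted p, the nearest count here is 108 of the 118 found in the files. These reached an unadjusted p of 0.05 or less in at least 1 pair of time points in edgeR's test. Among the 4 time points, 85 reached that unadjusted p. At the stricter threshold over all genes, 9 passed among the 4 time points with edgeR, 34 with DESeq2 and 12 without a filter on low counts. The legend of Fig. 2i gives a smaller number of genes than the 121 in Supplementary Table 3.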

Other observations

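The splits of the libraries, the transcript-length offset, the marker scores, the fits that left out 1 library and the total counts were chosen as tests before the results were seen. The tests of the thinned counts, of the share of reads on genes and of the splits with DESeq2 were chosen only after the number of genes and the library sizes had been seen.

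Of 100 assignments of the libraries to the 4 time points within replicate numbers, the real one included, 4 gave at least 81 genes that differed among the time points, and their median was 0. The assignment with the most genes, 1118, had a difference of 2.30 between the highest and lowest time-point mean of the log2 odds of a read on a gene, larger than the 2.26 of the real time points. The time of day and this property of the libraries cannot be told apart by that assignment. Of the 5 assignments with a larger difference than the real one, however, only this 1 gave as many genes, and 2 of the assignments with as many genes had a smaller difference, so the share alone does not set the number of genes. For each of the 6 pairs of time points, 16 splits part every same-numbered pair, and in each pair only the real split (1 of 16) gave as many genes, a share of 6.25% that cannot become smaller in this design. The same held for DESeq2 between ZT1 and ZT19 (1 of 16, with at most 862 genes in the other 15) and between ZT13 and ZT19 (1 of 16, with up to 1747 genes in the others against 1775).

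Among 84 further splits per pair, which keep some same-numbered libraries together, those with at least as many genes as the real one numbered 0 for ZT1 and ZT7 and for ZT7 and ZT13, 1 for ZT1 and ZT13, 2 for ZT1 and ZT19, 2 for ZT7 and ZT19, and 1 for ZT13 and ZT19. Exchanging ZT7 replicate 2 with ZT19 replicate 4 gave 2443 genes against the 3 of the real split between ZT7 and ZT19. Exchanging ZT13 replicates 2 and 5 with ZT19 replicates 3 and 4 gave 3108 genes against 113. Both of these splits had the largest difference in the log2 odds of a read on a gene among the splits drawn for their pair (2.78 and 2.33, against 2.13 and 1.50 for the real splits). With DESeq2, 5 of the 84 further splits of ZT13 and ZT19 gave at least as many genes, up to 4394, and 0 of those of ZT1 and ZT19 did. By these splits the share and the time of day cannot be told apart in these pairs. Most splits that follow the share more closely than the time points do gave fewer genes with edgeR, however. Of 12 splits of ZT13 and ZT19 with a larger difference in the log2 odds than the real one, 1 gave as many genes (4 with DESeq2), and of 6 such splits of ZT7 and ZT19, 2 did. Between ZT1 and ZT19, the real split had the largest difference (2.26) with 3 genes, and a split with a difference of 1.99 gave 137.

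The share of reads on genes may account for part of the 81 genes that differed among the time points. With the share as a covariate, 37 of the 81 kept their threshold and the rest lost it, so most calls depended on this setting. The covariate can cost power. On simulated counts with 200 genes changed at ZT19 and no effect of the share, edgeR found 142 of 199 without this covariate and 116 with it. In the real libraries, the covariate also lowered the common biological coefficient of variation, from 1.00 to 0.807. The simulation could not show that gain, so whether lower power accounts for part of the loss cannot be told. The calls that kept their threshold are not fully explained by the share. Total counts differed between ZT1 and ZT19 (two-sided exact permutation test, p = 0.00794), but 62 of the 81 genes kept their threshold after thinning of every library to the smallest total, so depth was not shown to be the cause. With the transcript-length offset, 50 of the 81 kept it. Genes lower at ZT19 than at ZT1 at an unadjusted p of 0.05 or less had a median merged exon length of 4361 nucleotides. Their median was 33.4 normalized counts. Those higher at ZT19 had 3144 nucleotides and 632 normalized counts. Without ZT13 replicate 4, 37.0% of the 81 genes stayed past the threshold, the lowest part among the 20 fits that left out 1 library. The part was 48.1% without ZT7 replicate 3 and at most 91.4%, without ZT19 replicate 4. A fit with 1 library fewer also has less power. That loss was not simulated, so whether single libraries carry the calls cannot be told.

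RNA from keratinocytes and fibroblasts is a candidate explanation for adhesion genes that differed among the time points. With the marker scores of both cell types as covariates, 4 of the 9 such genes kept their threshold, and of the 81 genes 24 did. The keratinocyte score itself differs between time points, so a change in LECs that runs parallel to it would be lost in the same way. This test does not separate such a change from RNA of other cells. The fibroblast score was not tested between time points, and 0 of 12 fibroblast markers differed among the 4 time points over all genes tested. Their estimates still mostly fell from ZT1 to ZT7, by -2.37 on the log2 scale for Dcn, -2.50 for Col3a1 and -3.39 for Dpt. Mfap5 was the only listed marker that rose (1.07). Ccdc80 fell in the same direction (-3.17), so RNA from fibroblasts is not excluded as its source.

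The paper reports a night peak of Lyve1 and of Ccl21 in qPCR of sorted LECs, which are other samples than those sequenced. In the sequenced libraries the mean of Lyve1 was highest at ZT1 (19924 ± 5173 normalized counts, SD, n = 5), against 17532 ± 6865 at ZT19. No difference among the time points was detected (adjusted p = 0.859 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These libraries therefore do not resolve when Lyve1 peaks. The 3 Ccl21 genes were listed with 0 counts, so that their rhythm could not be examined.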
